# Regulatory complexity revealed by integrated cytological and RNA-seq analyses of meiotic substages in mouse spermatocytes

**DOI:** 10.1186/s12864-016-2865-1

**Published:** 2016-08-12

**Authors:** Robyn L. Ball, Yasuhiro Fujiwara, Fengyun Sun, Jianjun Hu, Matthew A. Hibbs, Mary Ann Handel, Gregory W. Carter

**Keywords:** Meiosis, Spermatogenesis, Maximum covariance analysis, Mouse, Transcriptome, RNA-seq

## Abstract

**Background:**

The continuous and non-synchronous nature of postnatal male germ-cell development has impeded stage-specific resolution of molecular events of mammalian meiotic prophase in the testis. Here the juvenile onset of spermatogenesis in mice is analyzed by combining cytological and transcriptomic data in a novel computational analysis that allows decomposition of the transcriptional programs of spermatogonia and meiotic prophase substages.

**Results:**

Germ cells from testes of individual mice were obtained at two-day intervals from 8 to 18 days post-partum (dpp), prepared as surface-spread chromatin and immunolabeled for meiotic stage-specific protein markers (STRA8, SYCP3, phosphorylated H2AFX, and HISTH1T). Eight stages were discriminated cytologically by combinatorial antibody labeling, and RNA-seq was performed on the same samples. Independent principal component analyses of cytological and transcriptomic data yielded similar patterns for both data types, providing strong evidence for substage-specific gene expression signatures. A novel permutation-based maximum covariance analysis (PMCA) was developed to map co-expressed transcripts to one or more of the eight meiotic prophase substages, thereby linking distinct molecular programs to cytologically defined cell states. Expression of meiosis-specific genes is not substage-limited, suggesting regulation of substage transitions at other levels.

**Conclusions:**

This integrated analysis provides a general method for resolving complex cell populations. Here it revealed not only features of meiotic substage-specific gene expression, but also a network of substage-specific transcription factors and relationships to potential target genes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2865-1) contains supplementary material, which is available to authorized users.

## Background

Spermatogenesis is a complex developmental process with a unique cell division, meiosis, as a major defining event. The entire process includes maintenance of a small population of spermatogonial stem-cells, mitotic divisions of differentiating spermatogonia, meiotic prophase and ensuing divisions of spermatocytes, and post-meiotic differentiation of spermatids, by a process known as spermiogenesis. In mammalian testes, spermatogenesis occurs within seminiferous tubules, where all germ cells associate with one kind of somatic cell, the Sertoli cell, which provides the appropriate niche and microenvironment for the spermatogenic process. The adult testis is characterized by presence of all of the cells types in the spermatogenic lineage, with waves of differentiation throughout the testis propelled by retinoic acid signaling [1]. In mice, the first wave of spermatogenesis is initiated by spermatogonia shortly after birth, producing a sequential and orderly appearance of each of the more differentiated stages at regular intervals though the first four weeks of life. Although semi-synchronous with respect to the advancing wave of the most differentiated cells, the juvenile onset of spermatogenesis also includes regular and asynchronous initiation of subsequent waves of spermatogenic differentiation. This asynchronous and continuous process of spermatogenesis has made it difficult to achieve molecular characterization of specific cell types in the lineage. This has been particularly the case with respect to analysis of the defining process of gametogenesis, meiosis, which occurs in spermatocytes. The complex events of meiosis I prophase include recombination, homologous chromosome pairing, and synapsis, taking place as spermatocytes progress through the leptotene, zygotene, pachytene and diplotene substages. These events culminate in the first meiotic division, a reductive division in which homologous chromosomes are separated, producing secondary spermatocytes that rapidly undergo the second, equational, meiotic division to produce haploid round spermatids. Because of the genetic importance of meiotic recombination for the production of chromosomally normal gametes and offspring, there has been great interest in elucidating the molecular hallmarks and their underlying transcriptional signatures that define the meiotic spermatocyte substages.

Toward the goal of achieving a molecular understanding of spermatogenesis, considerable effort has been devoted to separation of specific germ-cell differentiation substages from the histologically complex seminiferous epithelium. A widely used approach, commonly known as the “STA-PUT” sedimentation process [2–4], involves enzymatic dissociation of germ and somatic cells and enrichment for specific stages by cell-size-based sedimentation at unit gravity on a bovine albumin gradient. Reasonably good enrichment of the most uniquely sized cells (large pachytene spermatocytes and small round spermatids) can be obtained from testes of adult mice. However, many cells of interest (spermatogonia, early meiotic prophase spermatocytes) are not retrieved from adults because of their anatomical position bounded by Sertoli cell tight junctions. While these early cell types can be retrieved from juvenile testes, the amount of biological material required is daunting and enrichment is not robust. Isolation of specific cell types by fluorescence-activated cell sorting, FACS [5–8] is promising and becoming more widely applied; however sample sizes are small. Finally, rather than cell separation, total testis germ-cell populations can be collected in a developmental continuum during the first two to three weeks of juvenile development of mouse testes, to take advantage of the first wave of spermatogenesis. In this way, molecular features have been defined with respect to the sequential appearance of more advanced cell stages of spermatogenesis. This approach is useful primarily for correlating the appearance of a molecular entity to the developmental appearance of a specific cell type. However, the degree of resolution has been suboptimal, because gene or protein expression has not been related to absolute frequencies of cell stages, a challenge we tackle in this study.

Together, these methods for enriching or inferring spermatogenic (and meiotic) substages have contributed to studies over the past decade on the developmental transcriptome of mammalian spermatogenesis, as recently reviewed [9]. Most such studies have taken advantage of microarrays querying known coding sequences [6, 10–12], and thus sequence-biased, but also provided interesting views of alternative splicing and other features of the spermatogenic transcriptome [13], and identified previously unknown potential targets for contraception and fertility [14]. More recently, methods for unbiased high-throughput deep sequencing of the transcriptome by RNA-seq have been employed [5, 15–19]. These studies have revealed unappreciated regulation of piRNAs [17], and global whole-genome views of the male germ-cell transcriptome [5, 18, 19]. However, the challenge for all transcriptomic analyses, particularly RNA-seq approaches, has been to computationally deconstruct the entire testis or germ-cell transcriptome into substage-specific transcriptomes. This is an important goal, given both the abundance and complexity of RNA species in the testis, particularly with respect to the imputed contribution of both coding and non-coding RNA from spermatocytes and spermatids [19]. In one example of such a computational approach, frequencies of specific germ-cell stages throughout the first wave of spermatogenesis previously published in another analysis [4] were used to estimate cell type-specific expression patterns in a separate data set [18]. While coming closer to the goal of substage-specific transcriptomes, this study relied on a low sample size and on integrating non-contemporaneous data. Other approaches [5, 6], employed cell sorting by FACS and subsequent validation of purity by meiotic markers. While these studies have yielded important insights into global gene expression switches, they rely on FACS, not always available or practical for small samples, such as from infertile mutant models.

Here we have tackled the problem of deconvolving transcriptomes of complex germ-cell populations into stage-specific transcriptomes by computationally integrating highly detailed and combinatorial cytological staging of the same cell samples as subjected to RNA-seq analysis. Deep and accurate cell stage phenotyping was conducted using antibodies to STRA8, SYCP3, phosphorylated H2AFX, and HISTH1T, all exhibiting meiotic substage specificity of expression and/or localization. By collecting highly enriched germ-cell populations from testes at two-day intervals through the first wave of spermatogenesis, and by multiple sampling of individual mice (30 total) for both cytological composition and RNA composition by high-throughput sequencing, we developed an unusually deep data set that portrays variation in cell substage composition and transcript abundance. To decompose these data into substage-specific transcriptome patterns in an unbiased way, we chose a nonparametric solution with minimal assumptions about data structure, thus developing a novel permutation-based maximum covariance analysis. This method enabled us to assign co-expressed transcripts to one or more meiotic substages, thereby linking distinct molecular programs to cytologically defined cell states. Moreover, to better understand the regulation of each germ-cell substage transcriptome, we integrated transcription factor information to identify some of the key molecular regulators driving these cell stages. This approach provides a model for deconvolving transcriptomes of complex cell populations with well-defined cytological attributes. Together, these data provide an unprecedented view of the complexity of meiotic transcription programs and their coordinate regulation.

## Results

### Experimental design

Germ cells were obtained from individual mice at two day intervals from 8 dpp to 18 dpp (*N* = 5 biological replicates at each age; *N* = 30 samples total) and divided into two aliquots, one for cytology and one for RNA-seq (Fig. 1a). 

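RNA-seq of 28 of these mice was analysed here, 3 at 8 dpp and 5 at each of 10, 12, 14, 16 and 18 dpp, with each mouse as its own sample. The authors prepared poly-A libraries with the Illumina TruSeq kit, sequenced 100 bp paired-end reads on 2 lanes and merged the lanes. They aligned the reads with Bowtie 1.0.0 to the transcripts of Ensembl release 75, NONCODE 4 and known piRNA precursors, and estimated TPM with RSEM 1.2.8. TPM was given for 162243 transcripts of 85539 genes, and in a separate gene table for the 20368 genes with a TPM of at least 3 in at least 1 mouse. The values of the gene table were on another scale, exp(log2(TPM + 1)) - 1, and were converted back to TPM. The converted values summed to between 990305 and 993726 per mouse, and for 80 genes they differed by more than 0.2 TPM from the sum of the gene's transcripts in some mouse. TPM keeps no read counts, so the depth per mouse is unknown and no counting error can be given. The paper's text does not name a strand-specific protocol, so reads of genes that overlap on opposite strands may have been shared. Expression was analysed as log2(TPM + 1). Across genes, which are not independent replicates, the Pearson correlation of log2(TPM + 1) lay between 0.947 and 0.984 in the 53 pairs of mice of the same age. Ages were compared with limma, using a prior variance that follows mean expression, and p-values were adjusted by the Benjamini-Hochberg method. The numbers of cells per substage are the paper's counts in Table S1, which hold 11801 cells of these 28 mice, from 132 to 897 per mouse. The median was 514 cells in mice 1 to 3 of each age and 223.5 cells in the later-numbered mice, so these 2 sets were also analysed apart. The library barcodes used at 8, 10 and 12 dpp were used again at 14, 16 and 18 dpp, so the libraries were not all in one pool.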

For the C57BL/6J (B6) strain used in this study, this developmental window captures the initial differentiation of spermatogonia into early leptonema, through the stages of pachynema and diplonema. For each sample, we determined the relative numbers of cells of each substage by cytological criteria (*N* = about 400 germ cells per mouse, for a total of 11,990 germ cells scored cytologically by criteria described below); by scoring germ cells from each individual mouse, we captured variability between mice. The purity of germ cells in each sample, computed as germ-cell count divided by total DAPI-stained cell count, was greater than 90 % for all samples. Upon inspection of both cytological and RNA-seq data, two germ-cell samples collected at 8 dpp revealed poor concordance with age-matched samples, likely due to insufficient cell numbers for successful RNA-seq library preparation (Additional file 1: Table S1); thus these samples were omitted from all subsequent analyses (final *N* = 28).

**Fig. 1:**
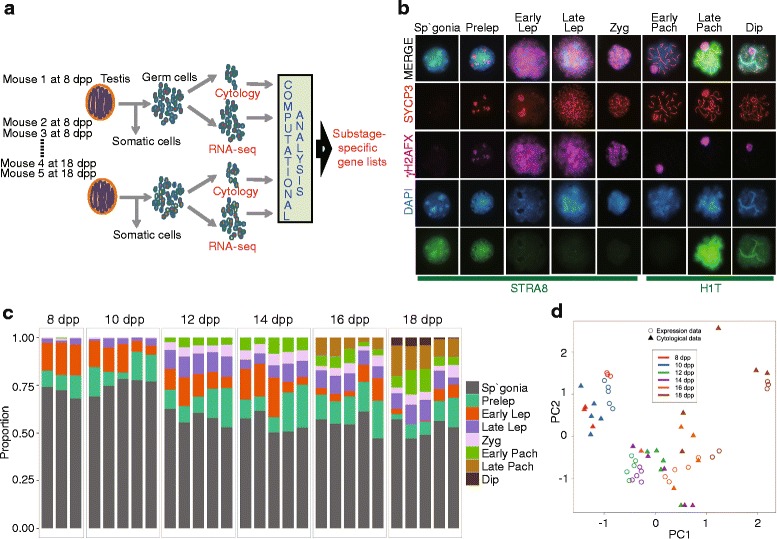
Decomposition of meiotic cells and gene expression. **a** Experimental design. Germ cells were isolated from whole testes from each of five juvenile male mice at 8, 10, 12, 14, 16 and 18 dpp. Each sample was analyzed for both cytology and gene expression by RNA-seq. PMCA was developed to identify the meiotic substage-specific transcriptomes. **b** Cytological classification and cellular populations. Isolated germ cells were immunolabeled for stage-specific maker proteins: STRA8, expressed in differentiating spermatogonia; SYCP3, a component of synaptonemal complex shows meiotic substage-specific labeling morphology; phosphorylated histone H2AFX (γH2AFX), marking DSBs throughout early prophase nuclei and restricted to the XY chromosomes during pachynema and diplonema; and histone HISTH1T, expressed in post-mid-pachytene spermatocytes. Nuclei were counter-stained with DAPI. **c** Meiotic cell composition during the first wave of spermatogenesis. The contribution by specific germ-cell stages for each developmental time point and mouse is shown, with colors representing specific meiotic substages. Abbreviations: Sp’gonia = spermatogonia, Prelep = pre-leptonema, Early Lep = early leptonema, Lep = leptonema, Late Lep = late leptonema, Zyg = zygonema, Early Pach = early pachynema, Late Pach = late pachynema, Dip = diplonema. **d** Concordance of expression and cytological data. Principal component 1 (PC1) versus principal component 2 (PC2) from independent PCA of cytological and RNA-seq data. Colors correspond to time points and icon shape corresponds to data type as indicated

### Cytological deconvolution of the meiotic substage composition of germ cells during the first wave of spermatogenesis

Germ-cell substage frequencies in each cytological preparation were determined by combinatorial immunolabeling with antibodies to meiotic substage marker proteins, scoring 400 germ cells per mouse. Marker proteins assessed were STRA8, a meiosis-initiating factor [20] present in differentiated spermatogonia and some leptotene spermatocytes; SYCP3, a synaptonemal complex (SC) protein present in the chromosomal axes of leptotene and zygotene spermatocytes, in the lateral elements of the mature SC in pachytene spermatocytes, and disassembling in diplotene spermatocytes [21, 22]; the phosphorylated form of histone H2AFX (PH2AFX, also known as γH2AX), which localizes to chromatin surrounding DNA double-strand breaks (DSBs) in characteristic patterns that discriminate early meiotic prophase from the pachytene and diplotene stages [22, 23]; and the testis germ cell-specific histone H1 variant HIST1H1T (herein referred to by its common designation of H1T), which is a marker of the mid-to-late pachytene stage [22]. The combinatorial labeling patterns for each marker protein allowed categorization of germ cells of each sample into eight substages, achieving a higher degree of meiotic substage discrimination than previous transcriptome analyses (Table 1 and Fig. 1b).

**Table 1:** Immunolabeling criteria for cell types and meiotic substages

Substages	SYCP3	γH2AX	STRA8	H1T
Spermatogonia^a^	None	Negative	Positive	Negative
Preleptonema	Patches	Negative	Positive	Negative
Early Leptonema	Patches	Positive	Positive	Negative
Late Leptonema	Fine foci	Positive	Weakly positive	Negative
Zygonema	Partially paired	Patches	Negative	Negative
Early Pachynema	Paired	Restricted to XY body	Negative	Negative
Late Pachynema	Paired	Restricted to XY body	Negative	Positive
Diplonema	Partially dissociated	Restricted to XY body	Negative	Positive

^a^Spermatogonia are a separate mitotic stage, not a meiotic substage

Together, these data provide a comprehensive picture of postnatal spermatogenic progress through meiotic prophase of the first wave of differentiating cells for comparison to data previously obtained by histological analyses [4]. At every time point in the current data, greater than 50 % of the retrieved germ cells were spermatogonia (Fig. 1c), reflecting continually initiating separate waves of spermatogenesis. Representation of these cells decreased over time (Fig. 1c), likely due to initiation of additional waves of meiotic cells, increasing numbers of post-spermatogonial spermatocytes, and establishment of cell junctions that impede cell retrieval. 

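Percentages per mouse were computed here from the paper's cell counts in Table S1. Spermatogonia made up 71.5% ± 3.11 of the counted germ cells at 8 dpp (SD, n = 3 mice), 75.3% ± 3.74 at 10 dpp (SD, n = 5), 57.9% ± 3.80 at 12 dpp, 54.6% ± 4.79 at 14 dpp, 55.0% ± 5.12 at 16 dpp and 52.5% ± 4.46 at 18 dpp (SD, n = 5 at each age). Mouse 5 at 16 dpp and mice 2 and 3 at 18 dpp had fewer than 50% spermatogonia. In the RNA of the same mice, Stra8 (ENSMUSG00000029848, chromosome 6 of GRCm38 from 34920163 to 34939344), the gene of the protein stained in differentiating spermatogonia, fell from 209 ± 39.0 TPM at 8 dpp (SD, n = 3) to 86.7 ± 14.0 TPM at 18 dpp (SD, n = 5). Its log2 fold change between these ages was -1.25 (standard error 0.117, adjusted p = 3.70e-10, limma).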

Throughout this period, due in part to initiation of subsequent waves of spermatogenesis, the average contribution to the total germ-cell population by preleptotene and leptotene spermatocytes remained relatively constant (Fig. 1c), thus reducing the power to identify transcripts specific to just these substages. 

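Preleptotene cells made up 9.59% ± 2.23 (SD, n = 3 mice) of the cells counted at 8 dpp, and between 8.51% ± 4.69 at 18 dpp and 14.9% ± 3.09 at 16 dpp (SD, n = 5 at each age) of those counted later. Early leptotene cells fell from 15.9% ± 1.23 at 8 dpp (SD, n = 3) to 6.30% ± 4.00 at 16 dpp and 3.34% ± 3.19 at 18 dpp (SD, n = 5 at each age). The values differed between mice 1 to 3 and the later-numbered mice, with 16.1% to 20.7% early leptotene cells in the former and 4.17% and 5.68% in the latter at 14 dpp. In mice 1 to 3 the share went from between 14.6% and 17.0% at 8 dpp to between 0.127% and 2.70% at 18 dpp. The later-numbered mice, absent at 8 dpp, had 5.70% and 4.69% at 10 dpp and 6.33% and 6.98% at 18 dpp. Among the PMCA lists, the best-ranked preleptotene genes changed little with age. Tmc8 (ENSMUSG00000050106, chromosome 11 of GRCm38 from 117782076 to 117793110, overlapping Gm11723, Gm11724 and Tmc6) had 1.68 ± 0.206 TPM at 8 dpp (SD, n = 3) and 1.36 ± 0.457 TPM at 18 dpp (SD, n = 5), with an adjusted p = 0.945 for any difference among the 6 ages. Tbx3os1 (ENSMUSG00000087516, chromosome 5 from 119570130 to 119671365) is antisense to Tbx3, so that its reads are uncertain, and its adjusted p over the ages was 0.910. Its rise from 8 to 18 dpp rested on mouse 5 at 18 dpp, without which the log2 fold change was -0.14.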

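In the cytological counts of Table S1, early pachytene cells made up 0.177% ± 0.307 of the cells at 8 dpp (SD, n = 3 mice), none at 10 dpp, 3.92% ± 0.985 at 12 dpp and 7.88% ± 4.12 at 18 dpp (SD, n = 5 at each age). Late pachytene and diplotene cells were absent from the counts up to 14 dpp, and made up 6.73% ± 3.05 at 16 dpp and 14.8% ± 4.52 at 18 dpp (SD, n = 5). The mean number of cells counted per mouse was 215 at 8 dpp, 397.2 at 10 dpp and 296 at 12 dpp. Sycp3 RNA (ENSMUSG00000020059, chromosome 10 of GRCm38 from 88459569 to 88473236, overlapping Chpt1) rose from 136 ± 28.2 TPM at 8 dpp (SD, n = 3) to 502 ± 42.7 TPM at 18 dpp (SD, n = 5). H2afx RNA (ENSMUSG00000049932, chromosome 9 from 44334694 to 44336077, overlapping Gm44335) rose from 58.1 ± 2.12 to 126 ± 20.4 TPM (SD, n = 3 and n = 5). Hist1h1t RNA (ENSMUSG00000036211, chromosome 13 from 23695814 to 23696725) stayed under 3 TPM in every juvenile mouse, with an average of 0.492 ± 0.204 TPM at 16 dpp and 0.398 ± 0.421 TPM at 18 dpp (SD, n = 5). The libraries were made from poly-A RNA, so histone RNA without a poly-A tail would be missed. These low values therefore do not show that Hist1h1t RNA was absent.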

The first appreciable numbers of H1T-negative early pachytene spermatocytes were observed at 12 dpp, and H1T-positive late-pachytene cells were abundant by 16-18 dpp, consistent with previously published data [24]. By 18 dpp, less than 10 % of the cells had progressed to the diplotene stage, and only about 0.1 % to metaphase. Overall substage frequencies were similar at 8 and 10 dpp, and also at 12 and 14 dpp (Fig. 1c). 

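Late leptotene and zygotene cells made up 2.84% ± 0.783 of the counted cells at 8 dpp (SD, n = 3 mice), 3.25% ± 1.53 at 10 dpp, 15.0% ± 1.21 at 12 dpp and 12.4% ± 2.45 at 14 dpp (SD, n = 5 at each age). In the RNA, the score on the first principal component was -89.6 ± 3.62 at 8 dpp (SD, n = 3) and -89.2 ± 5.66 at 10 dpp, against -45.6 ± 6.72 at 12 dpp and -32.5 ± 7.35 at 14 dpp (SD, n = 5 at each age). The scores at 16 and 18 dpp were 45.7 ± 26.5 and 175 ± 54.6 (SD, n = 5). On the second component 8 and 10 dpp did not overlap, with -72.2 ± 1.93 (SD, n = 3; highest -70.4) and -49.2 ± 13.6 (SD, n = 5; lowest -65.2), against 35.5 ± 11.3 at 12 dpp and 45.1 ± 7.15 at 14 dpp (SD, n = 5 at each age). Of the 20368 genes, 245 differed between 8 and 10 dpp and 35 between 12 and 14 dpp with a limma adjusted p-value under 0.05, against 4362 between 10 and 12 dpp. At an unadjusted p under 0.05 the counts were 2337 and 1962. Both small counts depended on single mice. Without mouse 1 at 8 dpp, 106 genes differed between 8 and 10 dpp, and the count between 12 and 14 dpp ran from 2, without mouse 4 at 12 dpp, to 129, without mouse 3 at 12 dpp.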

For computational analyses (below), we combined substages that exhibited similar frequency patterns across the developmental time span, specifically late leptotene and zygotene substages, and late pachytene and diplotene substages.

### High concordance of gene expression and cytological data

To assess the feasibility of associating gene expression with cytologically-defined substages, we performed independent principal component analyses (PCA) on each data set. The high concordance between the cytological frequency of cell substages and RNA expression data (Fig. 1d) suggested that changes in gene expression in pooled germ cells can be explained by variation in cytological proportions of the differentiation states during spermatogenesis. 

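Each data set of the 28 mice was analysed separately, the RNA from the 20368 expressed genes scaled to unit variance and the cytology from the 6 substage percentages. PC1 and PC2 took 47.1% and 12.0% of the variance of the RNA and 56.5% and 21.4% of that of the cytology. Since both data sets change with age, each age's mean was subtracted before the mice were compared, except in the pairs of neighbouring ages below. In all, 8 relations were tested. PC1 of the RNA and of the cytology then had a Pearson's r of 0.511 (two-sided permutation p = 0.103, adjusted 0.165, n = 28) and a Spearman's rho of 0.299 (permutation p = 0.227, adjusted 0.349). Without the 2 mice farthest from the median of the cytological component, r was 0.224 (permutation p = 0.299), so that the relation rested on those mice. PC2 had an r of 0.589 (permutation p = 0.00157, adjusted 0.00628, n = 28) and a rho of 0.586 (permutation p = 0.00407, adjusted 0.0163), and an r of 0.557 without the 2 farthest mice (permutation p = 0.00537). Within the 18 mice numbered 1 to 3, r was -0.11 for PC1 (permutation p = 0.559) and 0.00890 for PC2 (permutation p = 0.973). Within the 10 later-numbered mice it was 0.880 (permutation p = 0.0633) and 0.0609 (permutation p = 1), where 2 mice at each age leave too few arrangements for a p under 0.05. For pairs of neighbouring ages each age's mean was not subtracted, and the mice were permuted across both ages. Their values therefore include the change between the 2 ages and are not agreement within ages. Among these pairs, only 16 and 18 dpp together gave adjusted values under 0.05. There r was 0.726 for PC1 (permutation p = 0.0157, adjusted 0.0419, n = 10) and 0.897 for PC2 (permutation p = 0.00059, adjusted 0.00472, n = 10). The rho was 0.576 (permutation p = 0.0869, adjusted 0.174) and 0.842 (permutation p = 0.00367, adjusted 0.0163). At 8 and 10 dpp r was 0.529 and 0.269 (permutation p = 0.171 and 0.507, n = 8) and at 12 and 14 dpp 0.163 and 0.584 (permutation p = 0.649 and 0.0795, n = 10). Among the settings in which both analyses were recomputed, mice 1 to 3 alone moved the values most, to an r of -0.09 for PC1 and -0.10 for PC2. From the match of the 2 analyses over all ages (Fig. 1d), the paper proposes that expression in the pooled germ cells changes with the proportions of their differentiation states.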

Although cells in different substages may contribute different amounts of RNA to each sample, this analysis demonstrates an overall quantitative agreement between the two data types. This supported the validity of combining these two datasets to identify meiotic substage-specific transcriptional programs.

### Meiotic substage-specific gene expression derived by covariance analysis

To identify signatures for meiotic substage-specific gene expression, we developed a novel permutation-based maximum covariance analysis (PMCA), which maps groups of co-expressed genes to combinatorial cytological marker-based staging based antibodies to STRA8, SYCP3, phosphorylated H2AFX, and HISTH1T. This statistical approach demonstrates *concordance* of distinct cellular programs to each meiotic substage based on the similarity of “cyto-pattern” and “gene-expression pattern” across samples. In brief, the concordant patterns are derived from the most preeminent features of covariance between cytological and transcriptome data across all samples (Methods). In this RNA-seq dataset, a total of 15,025 Ensembl genes (http://www.ensembl.org) and 5267 NONCODE lncRNA genes [25] were detected (at a Transcripts per Million (TPM) ≥ 3) in at least one sample of the isolated germ cells. 

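The gene table held 15025 Ensembl genes, 5267 NONCODE genes and 76 piRNA precursors with a TPM of at least 3 in at least 1 of the 28 mice, counted here after conversion of the values to TPM. With the same level required in at least 3 mice, 14251 Ensembl genes, 4151 NONCODE genes and 59 piRNA precursors remained. A level of 1 TPM in at least 1 mouse moved the NONCODE count most among these rules, to 11401. By their identifiers, 14896 of the 15025 Ensembl genes were placed on GRCm38 with the GENCODE M21 annotation, and 129 had no match there.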

We also detected piRNA precursors transcripts that had previously been identified [17] with appropriate substages, although they are not the focus in the current study. 

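PMCA was repeated here on log2(TPM + 1) of the 20368 genes and the 6 substage proportions of the 28 mice, with the decomposition, scores and window widths of Additional file 3. Its first component held 95.9% of the squared covariance and its second 3.47%. A gene was called concordant with a substage when its score lay within the published window widths (1.435, 0.694, 0.544 and 0.168) in components 1 to 4, where Additional file 3 runs to component 5 and names components 4 and 5 for the lists. Genes that met this for neighbouring substages formed the shared lists, a rule set here. The spermatogonia list held 1234 genes, and 6049 genes were concordant with at least 1 meiotic substage. The lists of a single substage held 54 preleptotene, 92 early leptotene, 248 late leptotene/zygotene, 840 early pachytene and 2967 late pachytene/diplotene genes. For comparison, the cytology of whole mice was shuffled 100 times and each list was made again. No shuffle gave a late pachytene/diplotene list as large, and 2 of 100 gave an early pachytene list as large. For spermatogonia 8 of 100 shuffles gave a list as large, for late leptotene/zygotene 30. When the mice were shuffled within ages only, so that age was kept, 15 of the 16 concordant and negatively concordant lists were as large in more than 5 of 100 shuffles. The exception was the preleptotene list, with 3 of 100. Widths re-derived with 100 shuffles of whole mice moved the spermatogonia list most, to 354 genes. Counting all genes with any TPM above 0 gave 2945 genes, and leaving out mouse 1 at 18 dpp 2053. Among the best-ranked genes of the lists were Serpinb6a for spermatogonia (ENSMUSG00000060147, chromosome 13 of GRCm38 from 33917918 to 34002794, overlapping 1110046J04Rik, Nqo2 and Ripk1), with 255 ± 16.6 TPM at 8 dpp (SD, n = 3) and 198 ± 11.2 at 18 dpp (SD, n = 5). Fam213a led the late leptotene/zygotene list (ENSMUSG00000021792, chromosome 14 from 40993740 to 41013788), with 155 ± 16.1 TPM at 8 dpp and 235 ± 8.40 at 12 dpp (SD, n = 3 and n = 5). Necab1 led the late pachytene/diplotene list (ENSMUSG00000040536, chromosome 4 from 14952245 to 15149794, overlapping Gm11837), with 3.49 ± 0.367 TPM at 8 dpp and 17.7 ± 5.48 at 18 dpp (SD, n = 3 and n = 5).

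**Figure D1:**
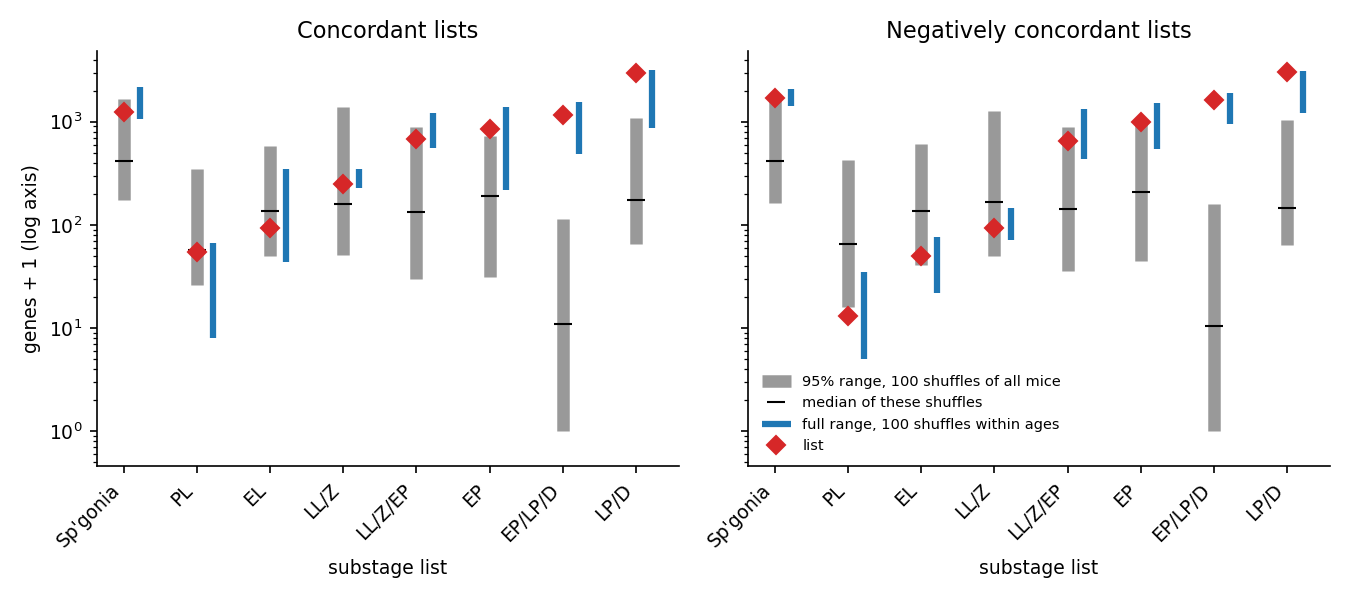
Genes in each PMCA list (red diamonds; number of genes plus 1 on a log axis) for the concordant lists and the negatively concordant lists. Grey bars give the 95% range of 100 shuffles of all mice with their median as a black line, and blue bars the full range of 100 shuffles within ages. The late pachytene/diplotene concordant list of 2967 genes lies above the grey bar and inside the blue bar.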

Through PMCA, we identified 1235 spermatogonia genes and 6052 meiosis substage-specific genes. 

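The list shared by late leptotene/zygotene and early pachytene held 674 genes in components 1 to 4, and that shared by early pachytene and late pachytene/diplotene held 1174. Lists as large came from 4 of 100 and 0 of 100 shuffles of all mice, and from 80 and 23 of 100 shuffles within ages. The second list depended on single mice at 18 dpp, with 119 genes without mouse 2, 347 without mouse 3 and 1970 without mouse 1. When component 5 decided between the lists a gene was in, the shared lists held 131 and 106 genes. This alternative was chosen after the data were seen and used the widths before rounding (0.0626 for component 5). Best ranked in the first shared list were Gpr107 (ENSMUSG00000000194, chromosome 2 of GRCm38 from 31152316 to 31218775, overlapping Gm13405) and Paqr8 (ENSMUSG00000025931, chromosome 1 from 20890606 to 20939650). Their log2 fold changes from 8 to 18 dpp were 0.38 (standard error 0.112, adjusted p = 0.00414, limma) and 0.77 (standard error 0.0946, adjusted p = 5.79e-08). Best ranked in the second were Fbxw7 (ENSMUSG00000028086, chromosome 3 from 84815268 to 84979198) and Wdr11 (ENSMUSG00000042055, chromosome 7 from 129591863 to 129635738), with changes of 0.36 (standard error 0.110, adjusted p = 0.00499) and 0.54 (standard error 0.0789, adjusted p = 9.80e-07).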

Expression of many transcripts could not be assigned to distinct substages and instead, were shared across several consecutive substages; 131 genes were shared among late leptotene, zygotene, and early pachytene stages while 106 genes were shared among early pachytene, late pachytene, and diplotene stages (Fig. 2; Additional file 2: Figure S1; Table 2; Additional file 1: Table S2). 

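Genes with a TPM of at least 3 were counted in each mouse. There were 14956.7 ± 52.0 genes at 8 dpp (SD, n = 3), 14841.8 ± 162 at 10 dpp, 14993.6 ± 304 at 12 dpp, 15353.6 ± 252 at 14 dpp, 15585 ± 153 at 16 dpp and 15817.4 ± 138 at 18 dpp (SD, n = 5 at each age). The mice at 16 dpp had 231.4 more expressed genes on average than those at 14 dpp, a difference within the spread between mice (two-sided exact permutation p = 0.111). The rise from 12 to 14 dpp was 360 genes (exact permutation p = 0.103) and that from 16 to 18 dpp 232.4 (exact permutation p = 0.0159). Median-of-ratios factors, which rescale each mouse by the median of its genes' ratios to their geometric mean, moved the difference between 16 and 14 dpp most upward, to 410.2 genes (exact permutation p = 0.0159). A count of genes with any TPM above 0 turned it to -69 (exact permutation p = 0.857), and leaving out mouse 7 at 14 dpp gave 328.75 genes (exact permutation p = 0.0317).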

Notably, increased numbers of expressed genes were observed at 16 dpp when cells first reach the late pachytene stage (Table 2; Additional file 1: Table S2).

**Fig. 2:**
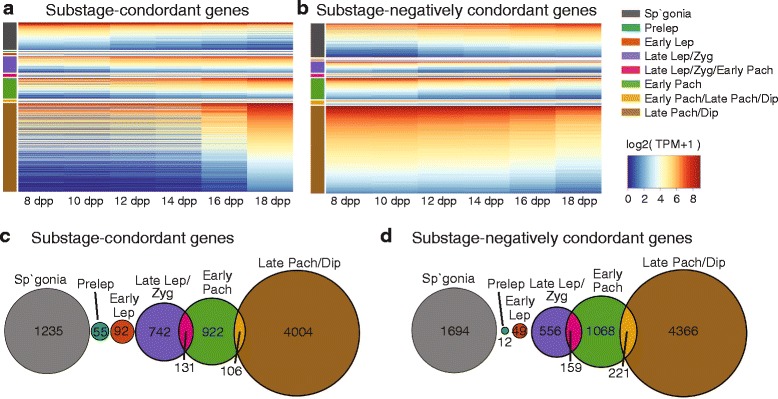
Expression of substage- concordant and negatively concordant genes. **a** Heat maps show gene expression of substage-concordant genes at each time point. **b** Heat maps show gene expression of substage-negatively concordant genes at each time point. Color bars on the left side of the heat maps represent meiotic substages (Abbreviations: Sp’gonia = spermatogonia, Pre Lep = pre-leptonema, Early Lep = early leptonema, Lep = leptonema, Late Lep = late leptonema, Zyg = zygonema, Early Pach = early pachynema, Late Pach = late pachynema, Dip = diplonema). Gene expression is shown as average log2(TPM + 1) over time point replicates. **c** Overlap among substage-concordant gene lists, illustrating the number of transcripts in common between each pair of lists. **d** Overlap among substage-negatively concordant gene lists, illustrating the number of transcripts in common between each pair of lists

**Table 2:** Substage-concordant and negatively concordant genes

Substage	Number of genes	Number of genes
	concordant	negatively concordant
Spermatogonia^a^	1235	1694
Preleptonema	55	12
Early Leptonema	92	49
Late Leptonema/Zygonema	742	556
Late Leptonema/Zygonema/Early Pachynema	131	159
Early Pachynema	922	1068
Early Pachynema/Late Pachynema/Diplonema	106	221
Late Pachynema/Diplonema	4004	4366

^a^Spermatogonia are a separate mitotic stage, not a meiotic substage

In addition to identifying genes concordant with specific substages, PMCA also identified genes that were *negatively concordant* with specific substages. The negatively concordant genes have patterns of expression that are opposite to the cytological patterns; thus negatively concordant defines gene expression that is lower when the cytological proportion of a specific substage is higher and vice versa (Fig. 2; Additional file 2: Figure S2; Table 2; Additional file 1: Table S2). 

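With the sign of the substage patterns turned, PMCA gave negatively concordant lists of 1694 genes for spermatogonia, 12 for preleptotene, 49 for early leptotene, 93 for late leptotene/zygotene, 1001 for early pachytene and 3002 for late pachytene/diplotene cells. The shared lists held 648 genes for late leptotene/zygotene with early pachytene and 1622 for early pachytene with late pachytene/diplotene. Of 100 shuffles of all mice, 5 gave a spermatogonia list as large, 99 a preleptotene list, 95 an early leptotene list, 87 a late leptotene/zygotene list and 0 a late pachytene/diplotene list. Using mice 1 to 3 alone moved the early leptotene list most, to 4274 genes. Without mouse 2 at 18 dpp the second shared list held 142 genes. Rad21 (ENSMUSG00000022314, chromosome 15 of GRCm38 from 51962240 to 51991747), on the second shared list, fell from 263 ± 12.0 TPM at 8 dpp (SD, n = 3) to 107 ± 11.1 TPM at 18 dpp (SD, n = 5), with a log2 fold change of -1.29 (standard error 0.0618, adjusted p = 9.56e-16, limma).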

Genes detected as negatively concordant with one stage are often detected as concordant with another substage. For example, genes negatively concordant with spermatogonia are genes expressed across the meiotic cell substages, but not enriched in spermatogonia. 

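In components 1 to 4, 8121 genes were negatively concordant with at least 1 substage. Of these, 1896 (23.3%) were also concordant with another substage. The share differed between substages, since 5 of the 4624 genes negatively concordant with late pachytene/diplotene cells, shared lists included, were concordant with any.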

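Of the genes negatively concordant with spermatogonia, 1013 were concordant with a meiotic substage in components 1 to 4, and 0 of these with late pachytene/diplotene cells. The 3 largest rises from 10 to 16 dpp, taken among genes past the threshold whose mice of the 2 ages do not overlap, belonged to this list and to the early pachytene list. Ldhc (ENSMUSG00000030851, chromosome 7 of GRCm38 from 46861203 to 46878142) rose from 2.11 ± 1.18 to 760 ± 294 TPM (SD, n = 5 at each age), a log2 fold change of 7.93 (standard error 0.340, adjusted p = 3.68e-16, limma). Fabp9 (ENSMUSG00000027528, chromosome 3 from 10193621 to 10197283, overlapping Gm37389) rose by 7.51 (standard error 0.337) and Mroh4 (ENSMUSG00000022603, chromosome 15 from 74606029 to 74636353) by 7.06 (standard error 0.265) on the log2 scale. Of all 20368 genes, 4504 had all 16-dpp mice above all 10-dpp mice and 3570 the reverse, together 39.6%, where chance leaves 0.794% of genes apart.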

Not surprisingly, the 1694 genes negatively concordant with spermatogonia were enriched for known meiotic genes. Indeed, among all genes expressed, many of those with known meiotic function and/or Gene Ontology annotation for meiotic function were not concordant with any single meiotic substage, but were expressed across meiotic substages.

### Validation of substage-specific gene expression patterns

We bolstered and validated these computationally derived results in three distinctly different ways. First, gene expression analyses by qRT-PCR supported the RNA-seq expression data. Second, the validity of the PMCA procedure was queried by analysis of genes expressed in a highly enriched cell population of mid- to late-pachytene spermatocytes retrieved from adult testes by unit gravity sedimentation. Finally, we used our data to confirm a known pattern of male germ-cell specific gene expression, X-chromosome silencing during meiotic prophase.

We compared transcript expression patterns detected by RNA-seq to independent qRT-PCR assays. We tested representative genes among those increasing, decreasing, or showing little change in expression across the sequential time points, as well as genes known to be highly expressed in pachynema. Germ cells of 10 and 16 dpp males were subjected to qRT-PCR to determine expression of each tested gene relative to a reference housekeeping gene (*Actb*); data are shown in Additional file 2: Figure S3. The qRT-PCR assays reflected RNA-seq findings. For example, in 16 dpp samples we found elevated expression of pachytene-enriched genes and of genes shown by RNA-seq to increase in expression throughout the juvenile period tested (Additional file 2: Figure S3). 

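The RNA-seq values of 10 genes tested by qRT-PCR (Table S10) were compared between 10 and 16 dpp (n = 5 mice at each age), and 8 differed with a limma adjusted p-value under 0.05, 8 also when adjusted over the list alone. Of the 8 genes, 6 were higher and 2 lower at 16 dpp. Adam3 (ENSMUSG00000031553, chromosome 8 of GRCm38 from 24677225 to 24725852, overlapping Gm45528) and Cmtm2a (ENSMUSG00000074127, chromosome 8 from 104281042 to 104293181, overlapping Cmtm1 and Gm45711 and with the paralog Cmtm2b, so that its reads are uncertain) rose by 4.74 (standard error 0.359, adjusted p = 1.67e-11) and 6.08 (standard error 0.321, adjusted p = 1.54e-14) on the log2 scale. The genes of little change were Ndufb9 (ENSMUSG00000022354, overlapping Gm49356), with a log2 fold change of -0.13 (standard error 0.0508, adjusted p = 0.0365), Cct2 (ENSMUSG00000034024), with -0.03 (standard error 0.0429, adjusted p = 0.597), and Psmc5 (ENSMUSG00000020708), with -0.07 (standard error 0.0531, adjusted p = 0.267). The reference gene Actb (ENSMUSG00000029580, chromosome 5 from 142903115 to 142906754) itself fell from 1435 ± 111 to 1213 ± 108 TPM (SD, n = 5), a log2 fold change of -0.24 (standard error 0.0736, adjusted p = 0.00678). Relative to Actb, Ndufb9, Cct2 and Psmc5 turned to rises of 0.12, 0.21 and 0.17, and 8 genes were again past the threshold, 7 of them higher.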

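Hspa2 (ENSMUSG00000059970, chromosome 12 of GRCm38 from 76404176 to 76406938) rose from 37.6 ± 3.70 TPM at 10 dpp to 408 ± 101 TPM at 16 dpp (SD, n = 5 at each age), a log2 fold change of 3.38 (standard error 0.153, adjusted p = 9.08e-16, limma). Spink2 (ENSMUSG00000053030, chromosome 5 from 77205107 to 77211471) rose from 0.788 ± 0.330 to 119 ± 60.6 TPM (SD, n = 5), a log2 fold change of 5.94 (standard error 0.385, adjusted p = 7.98e-13). Mdc1 (ENSMUSG00000061607, chromosome 17 from 35841515 to 35859670) rose by 1.43 (standard error 0.129, adjusted p = 4.54e-10) and Cdk2 (ENSMUSG00000025358, chromosome 10 from 128697939 to 128705031, overlapping Pmel) by 0.14 (standard error 0.0450, adjusted p = 0.00948) on the log2 scale. Cxxc5 (ENSMUSG00000046668, chromosome 18 from 35829397 to 35861688, overlapping AC141471.2 and Gm29417) fell from 86.1 ± 9.70 to 22.0 ± 5.41 TPM (SD, n = 5), a log2 fold change of -1.94 (standard error 0.119, adjusted p = 2.81e-13). The paper concludes from the qRT-PCR assays, whose values were not analysed here, that they reflect the RNA-seq.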

Overall, patterns of gene expression are mostly concordant between the two different quantification methods and between sample sets, although, as expected, RNA-seq provides finer resolution and higher information content.

We further validated the PMCA-derived meiotic substage transcriptomes by comparison to highly enriched adult pachytene spermatocytes obtained by sedimentation at unit gravity [2–4, 26], which sorts cells based on size, not cytology or DNA content (*N* = 4 samples, each from germ cells pooled from testes of 6 mice at 9 weeks of age). 

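RNA-seq of these 4 samples, each pooled from 6 mice of 9 weeks, was quantified by the authors with the same pipeline but apart from the juvenile samples, as TPM for 85537 genes. The read depth of these samples is unknown here. Because the tables were made separately, only the presence of a gene was compared, and no level was tested against the juvenile mice. A gene was called detected when its TPM was at least 3 in at least 1 of the 4 samples, which gave 14495 genes. Single samples had 13222, 13028, 13319 and 13242 genes at this level, and the Pearson correlation of log2(TPM + 1) across genes was 0.986 to 0.989 between them. Of the expressed juvenile genes, 20366 were in the adult table and formed the background for the tests of the lists. Marker genes of other cells were detected, with 313 ± 47.9 TPM for Clu, a gene of Sertoli cells (SD, n = 4), 273 ± 40.0 TPM for Tnp1, a gene of spermatids (SD, n = 4), 176 TPM for the highest of 6 Leydig cell genes and 22.5 TPM for the highest of 6 spermatogonium genes. The highest genes of the peritubular, macrophage, red blood cell and endothelial lists had 3.34, 2.27, 6.22 and 1.16 TPM.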

The purity of late pachytene/diplotene spermatocytes in this preparation was 90 % based on cytological immunostaining with antibodies to stage-specific proteins phosphorylated H2AFX, SYCP3, and HIST1H1T. RNA isolated from the size-enriched pachytene spermatocytes was subjected to RNA-seq, allowing us to compare genes expressed in the pachytene spermatocytes to the meiotic substage-specific gene lists derived by PMCA. Cross-referencing from this dataset, there was a highly significant enrichment of pachynema-expressed genes among the gene lists from later meiotic substages (hypergeometric tests, all *p* < 2.86 x 10^-18^), but there was no enrichment for pachytene genes in the gene lists for spermatogonia or the early substages of meiosis (Table 3). 

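Of the 20366 genes in the background, 13029 (64.0%) were detected in the adult samples. Detection was 746 of 840 (88.8%) in the early pachytene list (one-sided Fisher's exact test, adjusted p = 7.00e-62) and 1165 of 1174 (99.2%) in the list shared by early pachytene and late pachytene/diplotene (adjusted p = 4.30e-216). It was 533 of 674 (79.1%) in the list shared by late leptotene/zygotene and early pachytene (adjusted p = 1.18e-17). The late leptotene/zygotene list was close to the background, with 147 of 248 (59.3%, adjusted p = 1), and the earlier lists were below it, with 614 of 1234 (49.8%) for spermatogonia, 16 of 54 (29.6%) for preleptotene and 28 of 92 (30.4%) for early leptotene cells. The genes negatively concordant with spermatogonia were detected in 1275 of 1694 (75.3%, adjusted p = 8.07e-25), and the other 7 negatively concordant lists had adjusted p-values of 0.852 or more. In all, 5 of the 16 lists were enriched. When component 5 decided between overlapping lists, an alternative chosen after the data were seen, the late leptotene/zygotene list changed sides, with 74.1% detected. From the enrichment in the later lists and its absence in the earlier ones, the paper concludes that the substage lists derived by PMCA hold up in enriched adult cells.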

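Of the 2967 genes concordant with late pachytene/diplotene cells alone, 2922 (98.5%) had a TPM of at least 3 in at least 1 of the 4 adult samples. The adjusted p of the one-sided Fisher's exact test was below the smallest number the software can hold. With component 5 deciding between overlapping lists, it was 3955 of 4004 (98.8%).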

In fact, 99 % of the genes in the late pachytene/diplotene list were also found in the enriched adult pachytene spermatocyte samples.

**Table 3:** Representation of enriched pachytene spermatocyte genes in meiotic substages

Substage	Number represented/total concordant	*p*-value
Spermatogonia^a^	614/1235	1
Preleptonema	17/55	1
Early Leptonema	28/92	1
Late Leptonema/Zygonema	550/742	1.2 x 10^-09^
Late Leptonema/Zygonema/Early Pachynema	97/131	9.0 x 10^-03^
Early Pachynema	809/922	2.0 x 10^-62^
Early Pachynema/Late Pachynema/Diplonema	102/106	1.3 x 10^-15^
Late Pachynema/Diplonema	3955/4004	<1.0 x 10^-62^

^a^Spermatogonia are a separate mitotic stage, not a meiotic substage

Finally, we queried the meiotic substage-specific patterns of gene expression determined by PMCA by confirming meiotic sex-chromosome inactivation (MSCI), a well-known feature of meiotic gene expression. In spermatocytes, most of the axial length of X and Y chromosomes, which are non-homologous, is not paired or synapsed. By the onset of the pachytene stage of meiotic prophase, the unpaired regions of the sex chromosomes become transcriptionally inactivated [11, 27, 28]. We assessed expression of X-linked genes from our RNA-seq data; overall, 788 X-linked genes (and 24 Y-linked genes) were detected in the substage-associated gene lists. Of these, only 190 genes were detected in the highly enriched adult pachytene spermatocytes, providing evidence of robust MSCI. These 190 transcripts, which do not show any specific regional localization on the X chromosome, might reflect ongoing transcription and escape from MSCI, but, perhaps more likely, may represent stable transcripts persisting after inactivation. 

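A chromosome was known for 14896 expressed Ensembl genes, of which 652 (4.38%) were X-linked, 20 Y-linked and 14210 autosomal. NONCODE genes had no chromosome here and were left out. Of the X-linked genes, 432 were on at least 1 concordant or negatively concordant list of components 1 to 4, with 83 on a concordant list and 394 on a negatively concordant one. Of the Y-linked genes, 12 were on a list.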

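In the adult samples, 124 of the 432 X-linked genes on the lists (28.7%) had a TPM of at least 3 in at least 1 sample, against 7565 of 10053 autosomal genes (75.3%; two-sided Fisher's exact test p = 3.19e-87). With this level required in all 4 samples, 68 (15.7%) X-linked and 69.2% of autosomal genes were detected, and with a level of 1 TPM, 252 (58.3%) and 86.5%. Of all 652 expressed X-linked genes, 181 were detected. The highest were Maged1 (ENSMUSG00000025151, X from 94535474 to 94542143), with 37.4 ± 4.75 TPM (SD, n = 4 samples), Tsga8 (ENSMUSG00000035522, X from 83486678 to 83487924), with 36.0 ± 6.24 TPM, and Tmsb4x (ENSMUSG00000049775, X from 167207093 to 167209315), with 33.9 ± 5.28 TPM (SD, n = 4).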

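The detected X-linked genes of the lists began between positions 7841360 and 162857000 of the X chromosome in GRCm38, with a median of 75041400, against 86336400 for those that were not detected (two-sided permutation test of the medians, p = 0.473).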

In the developmental transcriptome, the strongest X-linked gene signals are those represented in the negatively concordant gene lists (Table 4), that is, genes with expression pattern opposite to the cytologically determined frequencies of each substage. This strong signal is particularly apparent for genes in the late-pachytene negatively concordant list, which exhibit relatively constant expression from 8 to 14 dpp but then sharply decrease in expression at 16 and 18 dpp; this is evidence for pachytene substage MSCI. In addition to MSCI being revealed by the negatively concordant gene lists, there is also diminished representation of X-linked genes in gene lists concordant with later stages of meiotic prophase (Table 4). 

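X-linked genes were in excess among genes negatively concordant with late pachytene/diplotene cells, with 215 of 2594 genes of known chromosome (8.29%; one-sided Fisher's exact test, adjusted p = 7.41e-22), and in the list they share with early pachytene, with 95 of 1360 (6.99%, adjusted p = 2.16e-05). The list negatively concordant with late leptotene/zygotene and early pachytene held fewer than its share, with 5 of 407 (1.23%, adjusted p = 0.00139). An alternative chosen after the data were seen let component 5 decide between overlapping lists. There the late pachytene/diplotene list kept its excess (7.89%, adjusted p = 2.26e-29). The list it shares with early pachytene held 12 of 164 (adjusted p for excess 0.452). That of late leptotene/zygotene and early pachytene held 1 of 98 (adjusted p for depletion 0.180). Adjustment was over the 16 lists.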

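For each mouse, the median change from the 8-dpp average was taken over the 652 X-linked genes and over the 14210 autosomal genes on the log2 scale, and the second was subtracted from the first. The difference was 0.00 ± 0.02 at 8 dpp (SD, n = 3), -0.00 ± 0.02 at 10 dpp, -0.01 ± 0.03 at 12 dpp, -0.06 ± 0.02 at 14 dpp, -0.21 ± 0.04 at 16 dpp and -0.50 ± 0.15 at 18 dpp (SD, n = 5 at each age). It fell by 0.15 from 14 to 16 dpp and by 0.44 from 14 to 18 dpp, and for both the two-sided exact permutation p = 0.00794 was the smallest that 5 mice against 5 allow. Taking all genes with any TPM above 0 moved it most, to -0.00 at 16 dpp (exact permutation p = 1) and -0.11 at 18 dpp (exact permutation p = 0.0159) relative to 14 dpp. The 310 X-linked genes negatively concordant with late pachytene/diplotene cells, shared lists included, changed by -0.13 at 14 dpp, -0.37 ± 0.07 at 16 dpp and -0.82 ± 0.22 at 18 dpp (SD, n = 5). The 3635 autosomal genes of the same lists, chosen by the same fall, changed by -0.11, -0.32 and -0.72. The paper gives the fall at 16 and 18 dpp of genes on the list negatively concordant with late pachytene cells as evidence for sex chromosome inactivation in the pachytene substage.

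**Figure D2:**
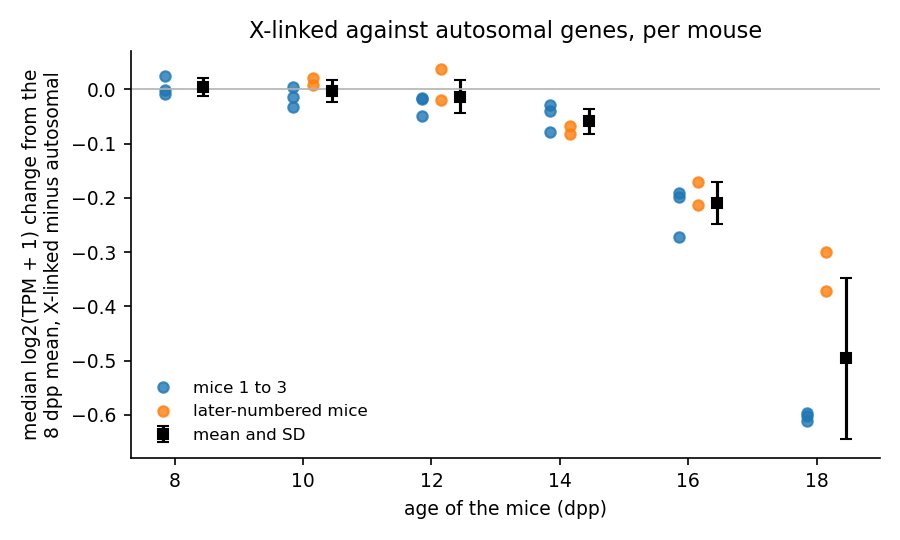
Median log2 change from the 8-dpp average of X-linked genes minus that of autosomal genes (y axis) for each mouse by age in dpp (x axis), with mice 1 to 3 in blue, later-numbered mice in orange, and the mean and SD of each age. The difference lies near 0.00 up to 12 dpp and reaches an average of -0.50 at 18 dpp.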

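Among concordant genes of known chromosome, 0 of 951 in the list shared by early pachytene and late pachytene/diplotene (one-sided Fisher's exact test for depletion, adjusted p = 6.13e-19) and 12 of 2140 (0.561%) in the late pachytene/diplotene list were X-linked (adjusted p = 1.84e-28). The early pachytene list held 15 of 690 (2.17%, adjusted p = 0.00381) and the spermatogonia list 21 of 875 (2.40%, adjusted p = 0.00381). With component 5 deciding between overlapping lists, chosen after the data were seen, the shared list held 0 of 76 (adjusted p = 0.106). The late pachytene/diplotene, early pachytene and spermatogonia lists then kept adjusted p-values under 0.05. Counting both directions, the share of X-linked genes differed from the background in 7 of the 16 lists, and in 4 when component 5 was also required.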

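Counted gene by gene with limma, 140 of the 652 expressed X-linked genes were lower and 7 higher at 16 than at 14 dpp with an adjusted p-value under 0.05. Between 16 and 18 dpp, 399 (61.2%) fell and 14 (2.15%) rose, against 35.7% and 25.3% of the autosomal genes. Over the whole time course from 8 to 18 dpp, 406 X-linked genes (62.3%) were lower and 68 (10.4%) higher.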

Overall, 730 X-linked genes appear to be down-regulated by pachynema to late pachynema, or even earlier (Fig. 3a) and only 58 X-linked genes with early expression are detected at later stages (Fig. 3b).

**Table 4:** Substage-specific X-linked gene analysis

Substage	X-linked Concordant	Y-linked Concordant	X-linked Negatively Concordant	Y-linked Negatively Concordant
Spermatogonia^a^	28	0	55	2
Preleptonema	2	0	0	0
Early Leptonema	2	0	1	0
Late Leptonema/Zygonema	34	2	6	0
Late Leptonema/Zygonema/Early Pachynema	3	0	1	0
Early Pachynema	21	1	41	0
Early Pachynema/Late Pachynema/Diplonema	0	0	13	0
Late Pachynema/Diplonema	14	3	329	9

^a^Spermatogonia are a separate mitotic stage, not a meiotic substage

**Fig. 3:**
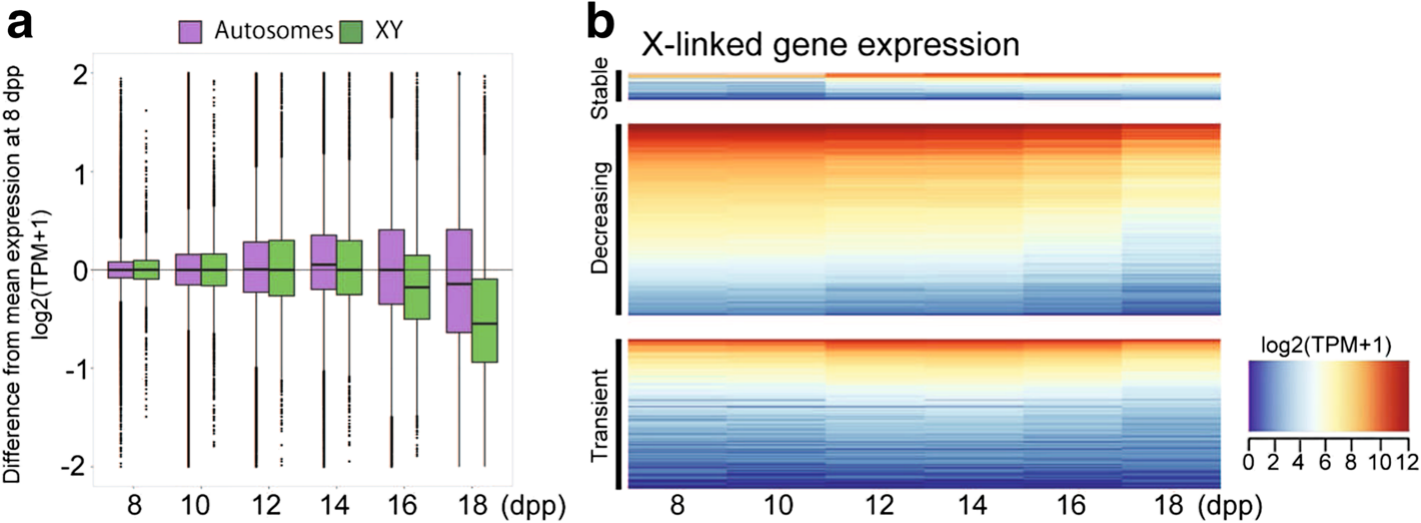
X-linked gene expression during the first wave of spermatogenesis. **a** Boxplots of the difference from mean gene expression at 8 dpp are shown for each time point, with genes on the autosomes in purple and those on the XY chromosomes in green. Gene expression is log2(TPM + 1). **b** Heatmap of X-linked gene expression at each time point. Genes are clustered based on the pattern of expression: an increase of expression at 12 dpp and then stable throughout (Stable), steadily decreasing over time (Decreasing), or low expression from 8-10 dpp and high expression from 12-14 dpp followed by low expression at 16-18 dpp (Transient). Gene expression is shown as average log2(TPM + 1) over time-point replicates

In conclusion, evidence from both MSCI and the transcriptome of highly enriched adult pachytene spermatocytes validates the PMCA-derived substage- transcriptome signatures derived by PMCA. Moreover, as discussed below, we find good concordance among our stage-specific gene lists and functions with those derived by other studies.

### Enrichment analysis of meiotic substage gene expression

The PMCA-derived meiosis substage-specific gene lists, coupled with Gene Ontology (GO) analysis [29], can provide insight into meiotic and spermatogenic function. Genes assigned to each substage were ranked by their similarity score, a measure of how closely the gene’s expression pattern follows the substage’s cytological pattern. Using ranked lists, we performed a ranked GO analysis in GOrilla [30]; these ranked lists provide approximations of meiotic substage gene ontology. Significantly, many meiosis-specific genes are not prominently represented among the meiosis substage-specific gene lists derived by PMCA. However, GO terms for genes negatively concordant with spermatogonia were predominantly meiotic terms (16 out of 31 GO terms for process, all *p* < 9.97 x 10^-4^), confirming that meiotic genes tend to be expressed across multiple meiotic substages and not unique to a particular meiotic substage (Additional file 1: Table S3). Thus meiotic substage transitions are probably not acutely regulated at the level of transcription of many of the known meiotic genes, although among late leptonema/zygonema-associated GO terms, 8 out of 10 GO “biological process” terms were associated with meiosis regulation (all *p* < 8.6 x 10^-4^), and similar GO terms were also identified in the early pachynema gene list (13 out of 33 GO terms for process, all *p* < 5.56 x 10^-4^) (Additional file 1: Table S4). We extracted 447 genes for *M. musculus* that are associated with any GO terms containing “meiosis” or “meiotic” (www.mousemine.org), and of these genes we considered the 404 genes which are expressed in our developmental time series (those genes not expressed in our time series might include female meiosis-related genes). We found that 229 (57 %) genes were not concordant with any specific substage, while 26 (6 %) were concordant with late leptonema and zygonema, 43 (11 %) were concordant with early pachynema, and 92 (23 %) were concordant with late pachynema and diplonema. Of meiotic terms that were negatively concordant with substages, 67 (17 %) were negatively concordant with spermatogonia and 97 (24 %) were negatively concordant with late pachynema and diplonema (Additional file 1: Table S5). GO terms for genes expressed in late meiotic prophase were significantly enriched for spermatogenesis, spermiogenesis and fertilization, reflecting transcription of mRNAs to be stored for later translation during the haploid phase of spermatogenesis [31]. For example, early pachynema gene lists are enriched for GO terms associated with spermiogenesis (5 out of 33 GO terms for process, all *p* < 7.39 x 10^-4^), and the majority of late meiotic prophase- or late-pachynema/diplonema-associated genes were associated with spermiogenesis or fertilization-related GO terms (11 out of 16 GO terms for process, all *p* < 7.11 x 10^-4^) (Additional file 1: Table S4). Although genes concordant with early leptonema had transcription-related GO terms in 11 out of 32 GO terms for process (all *p* < 1.00 x 10^-10^), we found that many genes negatively concordant with leptotene through zygotene substages have GO terms for transcription and related processes (Additional file 1: Table S3), possibly reflecting the cytologically diminished incorporation of RNA precursors during the earliest meiotic prophase substages [32]. Also among the genes lists for these early stages we found extracellular membrane- or molecular transport-related GO terms prominently represented (Additional file 1: Table S4), which may related to the fact that these cells transit through the Sertoli cell junctions that create the blood-testis barrier [33].

Additionally we performed feature enrichment analysis with the hypergeometric test on the substage-specific gene lists. Interestingly, protein-coding genes are enriched in gene lists concordant with the late-leptotene/zygotene stages (*p* = 4.52 x 10^-18^) and the early pachytene stage (*p* = 1.19 x 10^-8^). Moreover, they are enriched in the set of genes that is negatively-concordant with late-pachytene and diplotene substages (*p* = 5.94 x 10^-167^). However, the genes concordant with late-pachytene and diplotene substages are not depleted in protein-coding gene, which comprise the expected majority of this gene set. This suggests that while certain protein-coding genes are abundant in the Late Pach/Dip substage, large numbers of other protein-coding genes are downregulated in this stage, perhaps reflecting cessation of mRNA transcription in preparation for the meiotic division stage, or, alternatively, post-transcriptional regulation by PIWI-interacting RNAs (piRNAs). 

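The annotation of the type of gene covered 20239 expressed genes, of which 13660 (67.5%) were protein-coding. Protein-coding genes made up 195 of 246 genes (79.3%) in the late leptotene/zygotene list (one-sided Fisher's exact test, adjusted p = 6.05e-05), 643 of 837 (76.8%) in the early pachytene list (adjusted p = 2.45e-09) and 526 of 673 (78.2%) in the list they share (adjusted p = 1.13e-09). The list shared by early pachytene and late pachytene/diplotene held 889 of 1167 (76.2%, adjusted p = 5.54e-11). An alternative chosen after the data were seen let component 5 decide between overlapping lists. There this list held 67 of 105 (63.8%) and that of late leptotene/zygotene and early pachytene 84 of 131 (64.1%). Both were below the background, while late leptotene/zygotene (81.5%) and early pachytene (76.6%) kept their excess. The early leptotene list held 34.4% (adjusted p for depletion 1.02e-09). Adjustment was over the 16 lists.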

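Protein-coding genes made up 2506 of the 2992 genes negatively concordant with late pachytene/diplotene cells (83.8%; one-sided Fisher's exact test, adjusted p = 6.20e-103). They were also in excess in the negatively concordant list shared with early pachytene (81.7%, adjusted p = 1.15e-39) and in that of spermatogonia (75.8%, adjusted p = 3.17e-14). With component 5 deciding between overlapping lists, the shared list held 69.7% (adjusted p = 0.855) and the late pachytene/diplotene list 84.0% (adjusted p = 1.37e-164).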

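In the late pachytene/diplotene list, 1825 of 2941 genes (62.1%) were protein-coding, below the background (one-sided Fisher's exact test for depletion, adjusted p = 1.45e-10). With components 1 to 5, 2284 of 3432 genes (66.6%) were protein-coding, with an adjusted p for depletion of 0.243. When component 5 decided between overlapping lists, an alternative chosen after the data were seen, the adjusted p for depletion was 0.0405.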

Recent studies show that piRNAs play important roles in genome stability by suppressing harmful transposons as well as by regulating mRNAs [34], and future analyses could integrate piRNA expression with these data.

### Transcription factor analysis

Because our results point to a large and diverse meiotic germ-cell transcriptome, also noted by others [19], we inferred the underlying regulatory networks accounting for these patterns, using the iRegulon bioinformatic approach to identify transcription factors (TFs) potentially regulating substage-specific genes (Methods). TFs were identified for each substage-specific gene list with high normalized enrichment scores (NES ≥ 4), corresponding to an estimated false discovery rate of less than 0.01 [35]. We then determined which TF genes were unique to, or shared among, the substages. As can be seen in Additional file 1: Table S6 and Additional file 2: Figure S4, mRNA transcripts for some TFs are substage-specific. For example, *Pou5f1* transcript is specific to the preleptotene stage while *Zbtb33* transcript is specific to the pachytene/diplotene substages. 

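Pou5f1 (ENSMUSG00000024406, chromosome 17 of GRCm38 from 35506018 to 35510772, overlapping Gm19553, so that its reads are uncertain) fell from 11.1 ± 1.58 TPM at 8 dpp (SD, n = 3) to 4.54 ± 1.45 TPM at 18 dpp (SD, n = 5), a log2 fold change of -1.15 (standard error 0.208, adjusted p = 2.08e-05, limma). It was on no concordant list and on the list negatively concordant with early pachytene cells. Zbtb33 (ENSMUSG00000048047, X from 38189793 to 38197046, overlapping Tmem255a) fell from 22.6 ± 2.25 TPM at 8 dpp (SD, n = 3) to 10.7 ± 3.17 TPM at 18 dpp (SD, n = 5), a log2 fold change of -1.04 (standard error 0.138, adjusted p = 2.00e-07). It was on the list negatively concordant with early pachytene and late pachytene/diplotene cells, and had 0.863 ± 0.193 TPM in the adult spermatocytes (SD, n = 4).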

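Zfp143 (ENSMUSG00000061079, chromosome 7 of GRCm38 from 110061217 to 110095394, overlapping AA474408) had 15.7 ± 1.85 TPM at 8 dpp (SD, n = 3) and 11.6 ± 0.854 TPM at 18 dpp (SD, n = 5), and was on the list negatively concordant with late leptotene/zygotene and early pachytene cells. Tbpl1 (ENSMUSG00000071359, chromosome 10 from 22703879 to 22731938, overlapping Slc2a12) rose from 40.7 ± 3.36 TPM at 8 dpp (SD, n = 3) to 83.4 ± 18.4 at 16 dpp and 228 ± 83.0 at 18 dpp (SD, n = 5 at each age). It was on the late pachytene/diplotene list, with a log2 fold change of 2.37 from 8 to 18 dpp (standard error 0.214, adjusted p = 1.87e-10, limma). For the substages of these factors the paper refers to factors linked to each list through predicted targets, which were not analysed here. The factors' own RNA is another measure than that link.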

Other TF transcripts, similar to meiosis-specific genes in general, are shared across substages but may be specific to early or late meiosis (Additional file 2: Figure S4); *Zfp143* transcript is shared across late meiosis substages while *Tpbl1* transcript is common to the preleptotene (in the “Jazf1 + 3” cluster) and late leptotene/zygotene/early pachytene (in the “Mybl* + 9” cluster) substages. We also found that some TFs, for example MYBl1, also have target genes that are negatively concordant with substages (Additional file 2: Figure S5; Additional file 1: Table S7). We used the MGI bioinformatics Batch Query tool to determine that 160 of the 181 TFs in this analysis were previously found to be highly expressed specifically and/or significantly in the testis or male germ cells and 39 are annotated to male-reproduction-related phenotypes (Additional file 1: Table S6).

To gain a deeper insight into the regulatory patterns of meiosis, we selected the highest scoring TF genes for further analysis, based on iRegulon’s NES score which corresponds to a low false discovery rate. Of these highest scoring TFs, half of them are annotated to meiosis-related functions: ETV4, E2F1, GATA2, RFX4, and ZFP143. We included four other well-known meiosis TFs: RARG, MYBL1, ETV5, and TBPL1. We compared the mRNA expression pattern of these TF genes with the expression patterns of their target genes in order to identify putative regulatory relationships, an analysis that is based on the assumption that a relevant TF protein appears more or less contemporaneously with its transcript (i.e., no translational delay). In cases where the expression pattern of the TF gene had the opposite expression pattern of its target genes, we infer that the TF acts as a repressor on these targets; but in cases where the expression patterns of the TF gene and its target genes were concordant, we postulate that the TF enhances expression of its targets. 

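The transcripts of 15 transcription factors were tested for any difference among the 6 ages with limma, and all 15 had an adjusted p-value under 0.05, 15 also when adjusted over the list alone. Relative to Actb, which itself fell by 0.76 on the log2 scale from 8 to 18 dpp, the count was 11, the alternative that moved it most. Nrf1 (ENSMUSG00000058440, chromosome 6 of GRCm38 from 30047988 to 30153458) had 38.8 ± 1.86 TPM at 8 dpp (SD, n = 3), 48.8 ± 8.27 at 14 dpp and 41.1 ± 5.90 at 18 dpp (SD, n = 5 at each age), with an adjusted p = 0.0464 over the ages. This p was 0.05 or more in 16 of the 28 fits that each left out a mouse and in 4 of 9 other alternatives, among them the mouse number as a block (0.0833). Its log2 fold change from 8 to 18 dpp was 0.07 (standard error 0.108, adjusted p = 0.576). Rarg (ENSMUSG00000001288, chromosome 15 from 102234938 to 102257517) fell from 16.4 ± 1.16 to 12.5 ± 1.82 TPM (SD, n = 3 and n = 5), a log2 fold change of -0.38 (standard error 0.114, adjusted p = 0.00459) that turned to 0.38 relative to Actb.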

For TFs with genes that did not change over our time course, such as the known candidate NRF1, we could not infer a relationship to target genes and excluded them from further analysis.

Following these assumptions, as illustrated in Figs. 4 and 5, we suggest that OVOL2 and YY1 act as repressors of target genes in early leptonema and ETV5, ETV6, and ZFP143 act as repressors on target genes after initiation of meiosis, beginning with the late leptotene and zygotene substages. 

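Ovol2 (ENSMUSG00000037279, chromosome 2 of GRCm38 from 144305175 to 144332146, overlapping 1700108N11Rik) rose late, from 0.960 ± 0.510 TPM at 8 dpp (SD, n = 3) to 42.2 ± 22.0 TPM at 18 dpp (SD, n = 5), and was on the late pachytene/diplotene list. Yy1 (ENSMUSG00000021264, chromosome 12 from 108792973 to 108820148) rose from 60.8 ± 1.69 to 72.3 ± 1.79 TPM (SD, n = 3 and n = 5), a log2 fold change of 0.24 (standard error 0.0551, adjusted p = 0.000316, limma). Etv6 (ENSMUSG00000030199, chromosome 6 from 134035700 to 134270158, overlapping Gm17089) fell by 0.83 on the log2 scale between these ages (standard error 0.0855, adjusted p = 2.35e-09). Etv5 (ENSMUSG00000013089, chromosome 16 from 22381309 to 22439719) fell by 0.70 (standard error 0.123, adjusted p = 1.29e-05) and Zfp143 by 0.40 (standard error 0.0915, adjusted p = 0.000329). The target genes were not analysed here. From opposite patterns of a transcription factor's transcript and its predicted targets, the paper proposes that these factors act as repressors.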

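Gata2 (ENSMUSG00000015053, chromosome 6 of GRCm38 from 88193891 to 88207032) had 3.83 ± 0.502 TPM at 8 dpp (SD, n = 3) and 2.41 ± 0.697 TPM at 18 dpp (SD, n = 5), a log2 fold change of -0.52 (standard error 0.163, adjusted p = 0.00611, limma). Etv4 (ENSMUSG00000017724, chromosome 11 from 101769742 to 101785371) fell from 8.27 ± 0.167 to 2.45 ± 1.23 TPM (SD, n = 3 and n = 5), a log2 fold change of -1.49 (standard error 0.282, adjusted p = 3.88e-05). Both genes were on the list negatively concordant with late pachytene/diplotene cells. Rfx4 (ENSMUSG00000020037, chromosome 10 from 84756062 to 84906538) rose from 0.100 ± 0.0872 to 33.4 ± 10.6 TPM (SD, n = 3 and n = 5) and was on the late pachytene/diplotene list, with a log2 fold change of 4.91 (standard error 0.242, adjusted p = 1.74e-15).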

Evidence suggests that ZBTB33, GATA2, and ETV4 also act as repressors on gene targets in pachynema (Fig. 4 and Additional file 2: Figure S6); while RFX4 appears to be an enhancer of target genes in late pachytene and diplotene substages (Additional file 2: Figure S6), but may repress its target genes in preleptonema, although this relationship is less clear. Interestingly, these underlying assumptions based on relative expression levels suggest that MYBL1, TBPL1, and E2F1 act as both enhancers and repressors of their target genes. 

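Mybl1 (ENSMUSG00000025912, chromosome 1 of GRCm38 from 9667415 to 9700209) rose from 12.2 ± 0.546 TPM at 8 dpp (SD, n = 3) to 47.7 ± 7.64 TPM at 18 dpp (SD, n = 5), a log2 fold change of 1.87 (standard error 0.141, adjusted p = 5.61e-12, limma), and was on the early pachytene list. E2f1 (ENSMUSG00000027490, chromosome 2 from 154559407 to 154569892) kept 31.0 ± 3.08 TPM at 14 dpp (SD, n = 5) and fell to 18.4 ± 3.33 TPM at 18 dpp (SD, n = 5). Its log2 fold change from 8 to 18 dpp was -0.74 (standard error 0.111, adjusted p = 1.43e-06).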

MYBL1 and TBPL1 appear to repress target genes in early meiosis while enhancing target genes in late meiosis, while E2F1 has the opposite pattern and may repress target genes in late meiosis while enhancing target genes in early leptonema (Additional file 2: Figure S6). Similar regulatory switching has been shown to result from changes in protein co-factors [36] and post-translational modifications [37]. Moreover, genes for some of the TFs described above are also themselves target genes associated with specific substages. By considering these relationships, we inferred candidate regulatory interactions among TFs; for example, ZFP143 and ETV5 suppress *Mybl1* gene expression, while MYBL1 enhances expression of *Rfx4*, *Ovol2*, *Yy1*, and *Tbpl1* genes (Fig. 5).

**Fig. 4:**
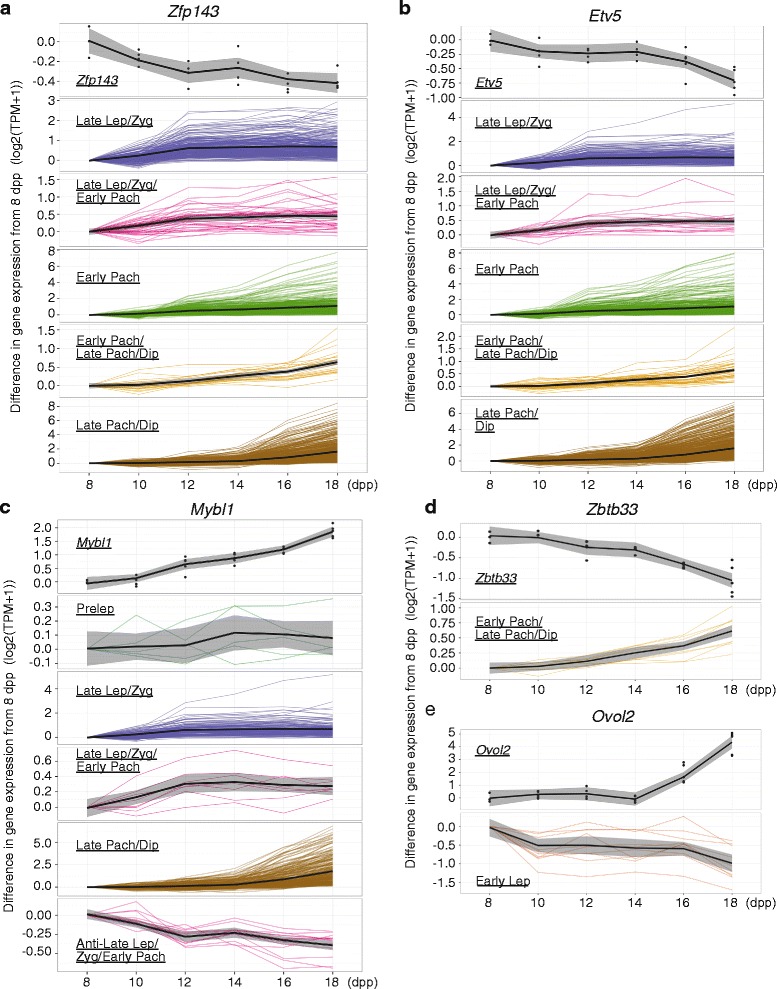
Expression of TFs and target genes for each substage. The difference from mean gene expression at 8 dpp of the TF and its target genes at each time point. To illustrate the overall pattern, a smoothed line was fit to the substage-specific gene expression. Color of lines represents the substage of target genes. Gene expression is average log2(TPM + 1), averaged over time point replicates. Expression is plotted for (**a**) *Zpf143*, (**b**) *Etv5*, (**c**) *Mybl1*, and (**d**) *Zbtb33*

**Fig. 5:**
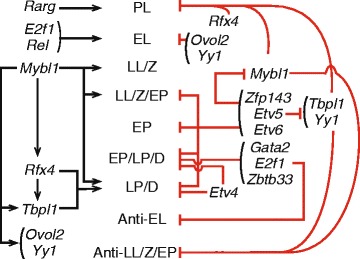
Regulation of substage-concordant gene expression during meiotic prophase. Analyses suggest that substage-concordant gene expression is regulated both positively and negatively by a network of TFs. TFs are shown by their gene names, and the meiotic substages of predicted TF target genes are shown in the center. Black arrows represent a TF acting as an enhancer on its target genes and red bars represent a TF acting as a suppressor on its target genes. (Abbreviations: PL = pre-leptonema, EL = early leptonema, LL/Z = late leptonema and zygonema, LL/Z/EP = late leptonema, zygonema, and early pachynema, EP = early pachynema, EP/LP/D = early and late pachynema and diplonema), LP/D = late pachynema and diplonema, Anti-EL = genes negatively concordant with early leptonema, Anti-LL/Z/EP = genes negatively concordant with late leptonema, zygonema, and early pachynema)

Overall, 41 % of the genes associated with specific meiotic substages (2483 of 6052 genes) are predicted targets of one or more of these eight meiosis-related TFs. This noteworthy observation suggests that this concise regulatory network can account for a substantial portion of the meiotic program of transcription.

## Discussion

Here we identify a male meiotic germ-cell transcriptome using a novel analysis based on a dense dataset of cytological substage-specific signatures. The high concordance between RNA-seq expression data and cytological proportions of isolated germ cells across all samples we analyzed allowed us to develop a novel PMCA to identify the substage-specific transcriptomes for meiotic prophase. This computational method does not require the use of FACS or sedimentation sorting of cells and can be applied to other complex cell populations for which there are well-defined cytological criteria.

### Cytological deconvolution of RNA-seq data from the first wave of spermatogenesis

In mammalian males, spermatogenesis is continuous and asynchronous, ensuring daily capacity to deliver sperm backed up by a testis comprised of abundant numbers of germ cells at all stages of spermatogenesis. While advantageous to reproductively active males, this biological imperative has frustrated attempts to isolate stage-purified spermatogenic cells. Methods for stratification of cell samples by either sedimentation [3, 4] or flow cytometry [7, 8] enrich specific spermatogenesis cell stages, while the juvenile first wave of spermatogenesis (used in this study) provides a leading edge of differentiating cells against a background of less differentiated cells. In the laboratory mouse, meiosis is initiated at about 8 dpp in a subset of spermatogonia by retinoic acid stimulation of STRA8 [1, 20]; however, initiation of subsequent waves of meiosis make the cellular population increasingly heterogeneous (Fig. 1c), resulting in a complex histology [4]. The cell-stage frequencies presented here (Fig. 1c) are based on a powerful combinatorial application of antibodies recognizing well-characterized and highly stage-specific marker proteins. We find a continuous and relatively constant background of the earliest spermatogenic cells, namely, spermatogonia and the preleptonema and leptonema (Fig. 1c), and, not surprisingly, these “background” spermatogenic cells are the ones most refractory for computational assignment of a substage-specific transcriptome. On the other hand, pachytene spermatocytes are not present at the earliest juvenile stages, and appear in a discrete time period; consequently, it was possible to assign a robust gene list to this stage.

Gene assignments to specific substages were guided by the covariance of transcriptomic data and the cytological data. Assignment of expressed transcripts to cellular subpopulations in heterogeneous samples has long been a computational challenge [18, 38–40]. In this study, we exploited the advantage of paired RNA-seq and cytological data to develop the novel PMCA approach that isolates changes of gene expression specific to each meiotic substage. Maximum covariance analysis (MCA) was first developed in the meteorological sciences [41] and was popularized in the climatological sciences in the 1990s [42, 43]. More recently, an MCA approach has been used in a bioinformatics context to clarify relationships between gene and protein expression [44]. While MCA is often an effective tool for detecting common signals in two sets of variables, it can be limited by a tendency to fit spurious patterns when faced with increased sampling variation [45, 46]. Current methods [47] employ a parametric smoothing model using principal component regression, which requires a normality assumption or rely on GO analysis [44]. We developed a novel PMCA method that not only overcomes the spurious pattern identification liability but that does so without the need for any parametric assumptions or reliance on GO analysis. Our PMCA approach is broadly applicable to multi-dimensional data derived from a common set of samples.

### Substage specificity of meiotic gene expression and regulation

Historically, meiotic prophase substages are characterized by the morphology of chromatin, and correlated genetic mechanisms have been revealed in the past decades [48]. It is known that there is widespread transcription of protein-coding genes in the testis [19], and indeed, we found that among germ cells alone, more than 15,000 genes are transcribed, suggesting that a significant portion of testis transcriptional complexity is due to germ cells. Using PMCA, we successfully identified genes with expression patterns that matched the “cyto-patterns” of stage-specific cell frequencies determined by antibody labeling (Fig. 1c). Some genes were shared among substages; for example, late leptotene and zygotene shared 131 genes with early pachytene and early pachytene shared 106 genes with late pachytene and diplotene. 

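Counting every gene within the widths of components 1 to 4, shared lists included, 4141 genes were concordant with late pachytene/diplotene cells. The list of this substage alone ran from 2212 to 3406 genes when each mouse was left out in turn. With all genes of any TPM above 0 it held 6016.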

Due to the strong temporal signal of contribution of the late pachytene germ cells, which do not appear until 16 dpp and greatly increase in representation by 18 dpp, we identified over 4000 late pachytene genes. However, since the proportion of preleptotene and early leptotene cells did not vary greatly over time, we were unable to deconvolve stage-specific transcriptomes for the earliest meiotic substages as confidently as for the later substages.

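Of the 100 shuffles of all mice, 54 gave a preleptotene list as large as that observed, with a median of 55.5 genes, and 73 gave an early leptotene list as large, with a median of 135.5. The preleptotene list ran from 23 genes, without mouse 7 at 14 dpp, to 90, without mouse 1 at 10 dpp, and held 7 genes with mice 1 to 3 alone. The early leptotene list ran from 60 genes, without mouse 2 at 18 dpp, to 220, without mouse 3 at 14 dpp, and held 5180 genes with mice 1 to 3 alone. The more abundant of its best-ranked genes, Ier3 (ENSMUSG00000003541, chromosome 17 of GRCm38 from 35821684 to 35822923), had 102 ± 19.3 TPM at 8 dpp (SD, n = 3) and 49.2 ± 13.8 TPM at 18 dpp (SD, n = 5).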

We compared these substage-specific gene lists to those developed in other recent analyses of the germ-cell testis transcriptome. The striking increase in number of genes unique to the pachytene stage was also observed by Soumillon, et al. [19], where, in fact, greater numbers of genes were considered expressed than in this study. However, we have used a more stringent cutoff (TPM ≥ 3) to eliminate from the data transcripts expressed at low levels. When we relaxed this requirement and compared the number of genes expressed with a cutoff of TPM > 0, we found the number of expressed transcripts to be similar to that reported by Soumillion, et al. [19]. 

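From the TPM of all transcripts of a gene, 25081 Ensembl genes, 34795 NONCODE genes and 209 piRNA precursors had any TPM above 0 in at least 1 of the 28 juvenile mice, 60085 genes in all. At a level of 1 TPM the total was 29927. Each mouse had 37909 ± 701 genes above 0 at 8 dpp (SD, n = 3), 36674.4 ± 797 at 12 dpp and 38219 ± 1348 at 18 dpp (SD, n = 5 at each age).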

We also compared the substage-specific gene lists to the relevant clusters identified by Margolin, et al. [18]. In their study, gene lists were temporally clustered from single samples taken at 6, 10, 12, 14, 16, 18, 20, and 38 dpp. While our study was based on multiple replicates at each time point as well as fine-grained cytological analysis, our PMCA gene lists substantially overlapped with their derived gene list clusters (Additional file 1: Table S8). In all, 4013 of the 4077 genes in clusters identified by Margolin, et al. [18] were also expressed in our dataset.

We also compared our results with those derived from flow-cytometry based methods of sorting by DNA content [5, 6]. For both of these studies, we found overall concordance in genes assigned to meiotic substages (Additional file 1: Table S9). These similarities were especially pronounced for late pachytene and diplotene substages due to the large numbers of genes in these sets. However, we also observed a broader trend of alignment between early and late substages. Furthermore, our use of multiple markers to cytologically characterize cells paired with our PMCA analysis allowed for more precise substage assignment than possible by cell sorting. For instance, our spermatogonia and pre-leptotene sets were the top two strongest overlaps with the “secondary spermatocyte” (2C) cell fraction in da Cruz, et al. [5] (hypergeometric test *p* = 4.5 x 10^-4^ and *p* = 1 x 10^-3^, respectively), but split these assignments to provide improved substage resolution. Similarly, our joint late-leptotene and zygotene genes and early pachytene genes had the two greatest overlaps with the combined “leptotene and zygotene” and “pachytene spermatocytes” (LZ + PS) genes (hypergeometric test *p* = 8.7 x 10^-7^ and *p* = 1.4 x 10^-3^, respectively), and further partition these transcripts into more precise substages. Analysis of Fallahi et al. [6] data was limited by different experimental platforms (microarrays versus RNA-seq), different assay timing (adult versus juvenile mice), and generally low numbers of uniquely assigned genes, but also revealed significant overlaps in late substages (Additional file 1: Table S9). By assessing functional concordance by similarity in GO annotations, we determined that our early leptotene and Fallahi et al. [6] pre-leptotene sets share a common enrichment in RNA transcription genes. Finally, the most prominent divergences between our data and these previous results were in the spermatogonia fraction. We note that cell sorting techniques are susceptible to inclusion of somatic-cells in this fraction, whereas our spermatogonia genes were significantly negatively-concordant with many standard meiosis genes (Additional file 1: Table S3). 

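Lists of marker genes of 6 somatic cell types were set against the spermatogonia list. Of 8 Sertoli cell genes, Amh and Gata4 were on it, and of 6 Leydig cell genes Star was. None of the peritubular (5 genes), macrophage (5), red blood cell (5) or endothelial (4) genes was on it, nor any of 6 genes of spermatogonia themselves. From 8 to 18 dpp, 7 of the Sertoli cell genes fell and 1 rose, with a median log2 change of -1.40, and 6 of 6 spermatogonium genes fell, with a median of -1.24, all with an adjusted p under 0.05. Of the other somatic genes, 3 of 6 Leydig cell genes (median 0.33) and 4 of 5 macrophage genes (median 0.67) rose past that threshold and none fell past it. For peritubular cells the median was -0.23, with 4 of 5 genes lower and 1 past the threshold, for red blood cells -0.51, with 4 of 5 lower and 0 past it, and for endothelial cells -0.16, with 3 of 4 lower, 1 past it and 1 rise past it. The most abundant genes at 8 dpp were Clu for Sertoli cells, with 5377 TPM, Acta2 for peritubular cells, with 852 TPM, and Uchl1 for spermatogonia, with 542 TPM. Sel1l3 (ENSMUSG00000029189, chromosome 5 of GRCm38 from 53107083 to 53213927), the largest fall from 10 to 16 dpp, was on the spermatogonia list, with 97.9 ± 13.8 TPM at 10 dpp and 6.41 ± 2.43 TPM at 16 dpp (SD, n = 5 at each age).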

In sum, these comparisons suggest that our transcript sets encompass and substantially expand these previous findings.

In this study, we characterized each meiotic substage using the list of substage-specific genes from PMCA analysis. Some meiosis genes were associated to particular substages. For example, *Spata22* [49] and *Msh4/5* [50, 51] are both highly associated with late leptotene/zygotene substages, and both are required for recombination. However, many canonical meiosis genes were found throughout all meiotic prophase substages; these genes include *Rad51*, *Rec8*, and *Syce2*. This may well reflect a lack of acute transcriptional regulation for these important transcripts. 

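Spata22 (ENSMUSG00000069825, chromosome 11 of GRCm38 from 73329741 to 73346044) rose from 10.6 ± 1.44 TPM at 8 dpp (SD, n = 3) to 23.6 ± 3.95 at 12 dpp and 54.2 ± 6.37 at 18 dpp (SD, n = 5 at each age), a log2 fold change of 2.25 from 8 to 18 dpp (standard error 0.171, adjusted p = 6.78e-12, limma). Msh4 (ENSMUSG00000005493, chromosome 3 from 153857149 to 153906138, overlapping Gm24395) rose from 1.40 ± 0.372 to 16.4 ± 1.80 TPM (SD, n = 3 and n = 5), a log2 fold change of 2.86 (standard error 0.159, adjusted p = 1.53e-14). Both were on the early pachytene list. Msh5 (ENSMUSG00000007035, chromosome 17 from 35028605 to 35046745) rose from 13.9 ± 2.67 to 25.3 ± 3.11 TPM (SD, n = 3 and n = 5), a log2 fold change of 0.83 (standard error 0.155, adjusted p = 3.17e-05), and was on the list shared by late leptotene/zygotene and early pachytene.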

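Syce2 (ENSMUSG00000003824, chromosome 8 of GRCm38 from 84872111 to 84888221) had 117 ± 20.0 TPM at 8 dpp (SD, n = 3) and 112 ± 19.1 TPM at 18 dpp (SD, n = 5), a log2 fold change of -0.06 (standard error 0.125, adjusted p = 0.670, limma). Its sign turned with median-of-ratios factors, to 0.11. Rec8 (ENSMUSG00000002324, chromosome 14 from 55618037 to 55625395) had 40.2 ± 1.39 TPM at 8 dpp (SD, n = 3), 48.3 ± 4.57 at 12 dpp and 31.7 ± 7.27 at 18 dpp (SD, n = 5 at each age), a log2 fold change of -0.36 from 8 to 18 dpp (standard error 0.131, adjusted p = 0.0175). The adjusted p for any difference among the ages was 0.0476 for Syce2 and 0.000151 for Rec8, and neither gene was on a concordant list.

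**Figure D3:**
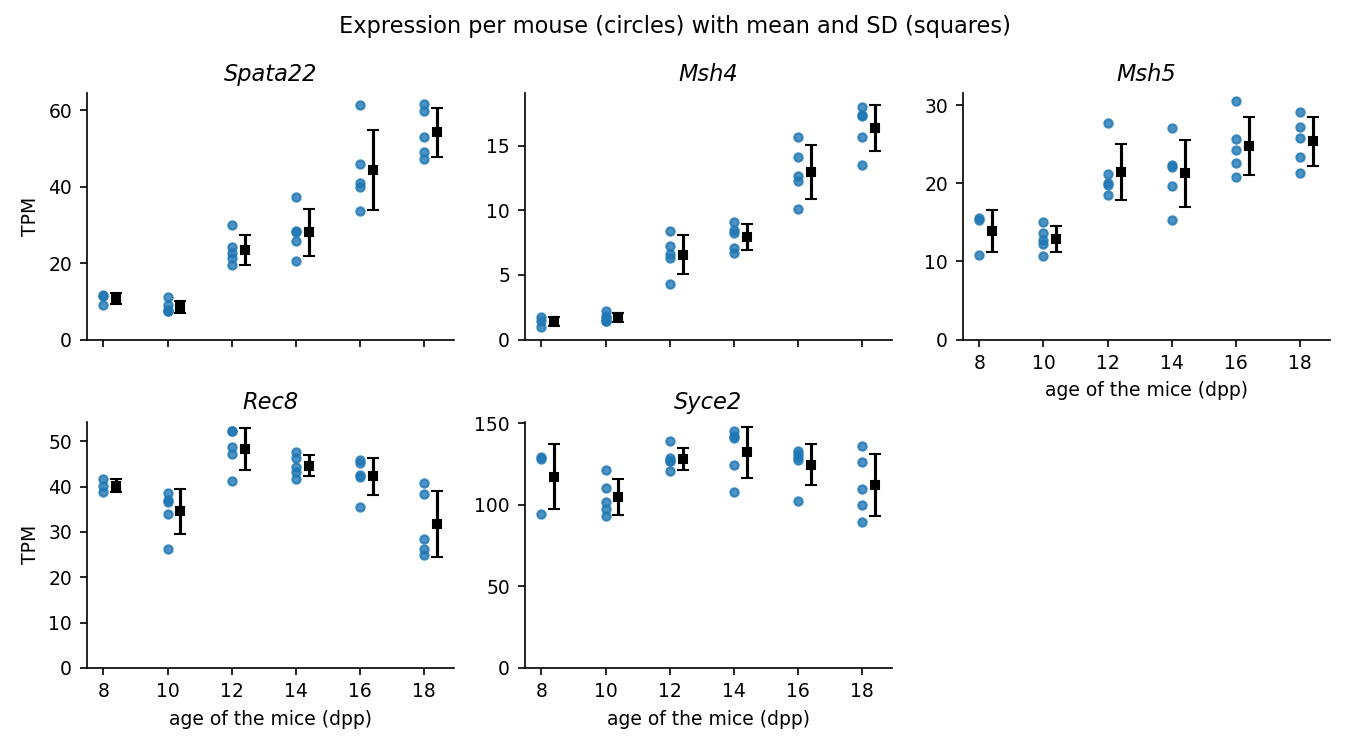
TPM (y axis) of Spata22, Msh4, Msh5, Rec8 and Syce2 in each juvenile mouse by age in dpp (x axis), with the mean and SD of each age. Spata22, Msh4 and Msh5 rise with age, while Rec8 is highest at 12 dpp.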

Rather than transcription at the precise meiotic substage of use, quality and efficiency of meiosis may be ensured by having transcripts present and available for translation throughout meiotic prophase, with substage transitions regulated post-transcriptionally and/or post-translationally. Further, although we confirmed that spermatogonia negatively concordant genes are enriched with meiotic genes, we found several meiotic genes in the gene list concordant with spermatogonia, including *Fign*, which was reported to be required for meiotic recombination [52], suggesting that some of the meiotic program is set up prior to meiotic entry.

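Fign (ENSMUSG00000075324, chromosome 2 of GRCm38 from 63971507 to 64098038) was on the spermatogonia list at a low level, with 2.88 ± 0.496 TPM at 8 dpp (SD, n = 3) and 0.324 ± 0.0838 TPM at 18 dpp (SD, n = 5). Its log2 fold change between these ages was -1.55 (standard error 0.209, adjusted p = 2.64e-07, limma), and it was also negatively concordant with early pachytene cells. In the 4 adult samples it was listed at 0 TPM.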

Not surprisingly, this developmental transcriptome analysis also revealed that many genes expressed during meiosis do not have known functions directly contributing to meiosis. These may instead be part of a parallel program of spermatogenic gene expression. For example, many of the genes expressed in early leptonema are associated with transcription or RNA metabolism, as well as with cellular processes such as cell-cell interactions, which are of considerable importance in the biology of the seminiferous tubule. PMCA also revealed that late pachytene/diplotene-expressed genes are significantly associated with GO terms associated with spermiogenic processes, correlating well with findings of other studies [5, 6]. During post-meiotic stages of nuclear condensation, transcription is globally repressed [28, 53], underlying the biological rationale for prior transcription to support the active protein synthesis during spermiogenesis. In addition, the late pachytene/diplotene-associated gene lists are significantly enriched with non-protein-coding RNAs, including lincRNAs (long intergenic noncoding RNA) and piRNA precursors.

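Of the genes in the late pachytene/diplotene list with a known type, 90 of 2941 (3.06%) were lincRNA genes, against 1.33% of all expressed genes (one-sided Fisher's exact test, adjusted p = 5.33e-14), and 38 (1.29%) were piRNA precursors, against 0.376% (adjusted p = 4.32e-12). NONCODE genes made up 763 (25.9%), against 26.0% (adjusted p = 0.979). With components 1 to 5 they made up 23.0%, fewer than their share (adjusted p for depletion 1.76e-05). With component 5 deciding between overlapping lists, chosen after the data were seen, it was 23.4% (adjusted p for depletion 3.02e-05). In the list shared with early pachytene, 18 genes (1.54%) were piRNA precursors (adjusted p = 1.80e-06) and 1.46% were lincRNA genes (adjusted p = 1). With component 5 deciding, 0 of 105 genes of the shared list were piRNA precursors. The late pachytene/diplotene list then held 56 among 3972 genes (adjusted p = 4.64e-23). NONCODE genes were in excess in the early leptotene list (61.1%, adjusted p = 3.74e-11) and in 6 of the 16 lists in all.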

### Meiotic regulatory networks

Analysis of predicted TF targets [35] generated a regulatory network that potentially governs the meiotic and spermatogenic programs of gene expression identified by this study (Fig. 5). The protein ZFP143 was central in our network, and is required for embryo development in zebrafish [54] and human [55, 56]. The human ortholog, ZNF143, is ubiquitously expressed [57], and binds to the promoter region of target genes where it is required for formation of chromatin loops by interacting with POLII and RAD21 [58]. Because RAD21 is differentially expressed after the pachytene stage of meiosis [59], it is possible that ZFP143 is crucial for spermatogenic processes by regulating the transcription of genes during pachytene/diplotene substage, an idea that should be tested experimentally since our analysis indicates that ZFP143 may target genes strongly associated with genes in these substages. Reinforcing the validity of our approach, our regulatory network also involved MYBL1 (also known as A-MYB). Our results support previous findings that a subset of late pachynema/diplonema-expressed genes, many involved with the spermatogenic and spermiogenic processes, are associated with MYBL1 [60, 61]. MYBL1 regulates transcription of cell cycle-related genes. Germ cells with a homozygous mutation in the *Mybl1* gene exhibit defects in meiotic chromosome synapsis [60]. Moreover, our results suggest that MYBL1 also is in a network associated with the transcription of genes encoding proteins required for piRNA biogenesis, including *Tdrd1, Tdrd6* and *Tdrd7*, consistent with previous reports [62]. 

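Tdrd1 (ENSMUSG00000025081, chromosome 19 of GRCm38 from 56826209 to 56870012) rose from 37.9 ± 3.24 TPM at 8 dpp (SD, n = 3) to 167 ± 8.96 TPM at 18 dpp (SD, n = 5), and Tdrd7 (ENSMUSG00000035517, chromosome 4 from 45965334 to 46034761) from 32.3 ± 2.73 to 124 ± 35.2 TPM (SD, n = 3 and n = 5). Their log2 fold changes were 2.12 (standard error 0.109, adjusted p = 3.99e-15, limma) and 1.86 (standard error 0.147, adjusted p = 1.35e-11), and both were on the late pachytene/diplotene list. Tdrd6 (ENSMUSG00000040140, chromosome 17 from 43615335 to 43630299) rose from 0.107 ± 0.0473 to 208 ± 103 TPM (SD, n = 3 and n = 5), a log2 fold change of 7.38 (standard error 0.359, adjusted p = 1.31e-15), and was on the list shared by early pachytene and late pachytene/diplotene. In the adult samples Mybl1 had 83.0 ± 4.87 TPM (SD, n = 4).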

Going beyond our core regulatory network, we also identified several other TFs, whose target genes include the Tdrd family and Piwi genes, potentially involved in piRNA processing: ATF3, ELF1, ELK3, ELK4, FLI1, NFYA, NFYB, NRF1, PBX3, RFX2, RFX7, SP1, YY1, ZBTB33, ZFP143 and ZFP42. This analysis not only revealed a core network for transcriptional regulation of meiotic progression (Fig. 5 and Additional file 2: Figures S4 and S5) but also suggested that a significant proportion of the genes expressed in the meiotic transcriptome may be controlled by a concise entourage of transcription factors.

## Conclusions

This study has untangled in part the complexity and parallel process of spermatogenesis and meiosis by focusing on associating gene expression with highly specific cytological signatures defining meiotic prophase substages. This unique and powerful approach to deconvolving transcriptomes of complex cell populations is applicable for discovery of transcriptional signals in other such complex cell populations or heterogeneous tissues.

## Methods

### Experimental design and mice

All C57BL/6J mice used for this study were obtained from The Jackson Laboratory (Bar Harbor, USA). All animal procedures were in accordance with the National Institute of Health guide and U.S. Department of Agriculture standards for animal care and use and were approved by the Animal Care and Use Committee at The Jackson Laboratory (Protocol #05004). Mice were euthanized at 8, 10, 12, 14, 16 and 18 days post partum (dpp) to follow the leading edge of meiotic progression during the first wave of spermatogenesis. For each time point, 5 biological replicates were sampled and germ cells were isolated from the pooled two testes of each mouse. A portion of germ cell sample was used for cytological analysis and the rest of cells were used for RNA-seq analysis. Both cytological and RNA-seq analyses were performed on all 30 samples (Fig. 1a).

### Cytological methods

#### Isolation of mixed testicular germ cells

The procedure was as previously described with some modifications [26]. Briefly, seminiferous tubules were transferred into 20 ml DMEM (Gibco, Life Technologies, Carlsbad, CA, USA) containing 0.5 mg of Liberase TL Research Grade (05401020001, Roche, Basel, Switzerland) and incubated for 20 min at 32 °C. To remove interstitial cells, tubules were washed three times with the same media. In the final wash media, the tubules were pipetted several times to form fragments, which were digested with 0.5 mg of Liberase and 10 μg of DNase in 20 ml DMEM for 13 min at 32 °C in shaking water bath. The isolated cells were further digested by pipetting for 3 min, and germ cells were isolated by filtering through Nitex mesh (53-70 μm pore size). The crude germ cells were washed three times by centrifugation for 7 min at 500 g using 10 ml of the media containing 10 μg of DNase. The cells were resuspended in 1 ml of ice-cold PBS, and cell concentration determined. 1.25 x 10^5^ cells (about 10 % of total) were used for cytological scoring, with the remainder used for RNA-seq (see below).

#### Isolation of enriched populations of adult pachytene germ cells

Each enriched population (4 biological replicates) of pachytene/diplotene spermatocytes was obtained from the testes of six 9-week-old mice by sedimentation at unit gravity [3]. Mixed germ-cell suspensions were prepared as described above, and after the three 0.5 % BSA/KRB washes, cells were separated by cellular sedimentation at unit gravity in a 2–4 % BSA gradient generated over 2.5 h in a STA-PUT apparatus (ProScience Inc., GlassShop, Toronto, ON, Canada). Following the sedimentation process, 10 ml fractions were collected and examined using light microscopy and differential interference contrast Nomarski optics. Cells were identified based on morphological criteria and size [3]. Fractions containing pachytene/diplotene spermatocytes of average purity ~90 % were pooled. For every cell separation, and for each population of cells collected, an aliquot of cells was snap-frozen for subsequent RNA extraction as described below.

#### Chromatin spread preparation

Germ-cell suspensions prepared as described above were fixed in 2 % PFA containing 0.03 % SDS and mixed with an equal volume of 0.04 % Photo-Flo (Kodak, Rochester, NY, USA). The cell suspension was applied to wells of 12-well Shandon slides, and incubated in a humid chamber for 1 h at RT. After fixation, the cells were briefly air-dried, and subjected to further fixation: 2 % PFA with SDS for 3 min and 2 % PFA without SDS for 3 min. The slides were then washed three times with 0.04 % Photo-Flo. Air-dried slides were stored at -20 °C for further use.

#### Immunostaining of spread chromatin

Spread chromatin preparations were incubated with 10 % ADB blocking solution (ADB: PBS containing 2 % BSA and 0.05 % Triton-X 100) for 10 min, the same blocking solution with SDS for 10 min, and the blocking solution without SDS. Immunolabeling was performed with rat polyclonal anti-SYCP3 (1:1000 dilution, Handel lab), mouse monoclonal anti-phosphorylated histone H2AX (1:200 dilution; 05-636, Millipore, Billerica, MA, USA), rabbit polyclonal anti-STRA8 (1:1000 dilution; ab49405, Abcam, Cambridge, England) and guinea pig polyclonal anti-H1t antibodies (1:500 dilution; Handel lab). Subsequently, secondary antibodies conjugated with Alexa 647, 594 or 488 (Molecular Probes, Invitrogen, Carlsbad, CA, USA) were used at 1:500 dilution. Nuclei were stained with DAPI (0.5 μg/mL) for 10 min, and the slides were mounted with glycerol. Images were observed using a Zeiss AxioImager.Z2 epifluorescence microscope equipped with a Zeiss AxioCam MRm CCD camera (Carl Zeiss, Jena, Germany).

### RNA methods

#### Isolation of RNA and sequencing library preparation

Isolated germ-cell samples were resuspended in QIAzol Lysis Reagent according to the manufacturer's instructions, and total RNAs were purified from homogenized cells using Qiagen RNeasy Mini Kit (74104). The quality of the isolated RNA was assessed using an Agilent 2100 Bioanalyzer instrument (Agilent Technologies, Santa Clara, CA, USA) and RNA 6000 Nano LabChip assay (5067-1511, Agilent Technologies).

The mRNA sequencing libraries were prepared using the Illumina TruSeq methodology. mRNAs were purified from total RNA using biotin tagged poly dT oligonucleotides and streptavidin coated magnetic beads. The mRNAs were then fragmented and double stranded cDNA was generated by random priming. The library was then analyzed for quality using an Agilent 2100 Bioanalyzer instrument (Agilent Technologies) and DNA 1000 LabChip assay.

#### RNA sequencing

Short 100 bp paired-end reads were generated and sequenced using an Illumina® HiSeq (Illumina, San Diego, CA, USA). Sequenced reads were filtered to keep reads for which 70 % of the base pair quality score was > 20, and the 3′ end was trimmed if the base pair quality score was < 20. Two technical replicates for each paired-end were run in different lanes and then merged.

#### RNA extraction and quantitative real-time quantitative RT-PCR

For real-time RT-PCR, total RNA was isolated from isolated germ cells or enriched germ cells (see above) using the RNeasy Mini Kit (Qiagen, Hilden, Germany), and 1 μg RNA was reverse transcribed using QuantiTect Reverse Transcription Kit (Qiagen) according to the manufacture’s instruction. The real-time RT-PCR was performed by the Applied Biosystems 7500 Real-Time PCR system (Foster City, CA. USA) using the QuntiTect SYBR Green RT-PCR kit (Qiagen). Transcript levels were normalized to the levels of *Actb* by the standard curve method [63], and are presented as the mean normalized expression in 10 μg RNA. Data are represented as mean ± estimated standard deviation. Gene-specific primers are listed in Additional file 1: Table S10.

### Computational methods

#### Alignment and expression

All RNA-seq samples were aligned with Bowtie 1.0.0 [64] and expression levels were estimated by RSEM 1.2.8 [65]. A Bowtie index was prepared for alignment to a combined (mm10) transcriptome of Ensembl Genome Reference Consortium, build 38, release 75 [66], NONCODE v4 lncRNA [25], and piRNA precursor transcripts [17]. The 214 piRNA precursors were obtained from Dr. Christian Roy. Both the NONCODE lncRNA and piRNA precursors were converted to mm10 coordinates using liftOver [67]. For this study, we used log2(TPM + 1) as the expression level, where TPM is transcripts per million, defined by RSEM [65]. A gene was deemed expressed if TPM ≥ 3 for at least one of the 28 samples.

#### Principal component analysis

To test the concordance of the expression and cytological data, independent Principal Component Analyses (PCA) were performed on each dataset using prcomp(x, scale = TRUE) in the rgl package [68] in R [69]. To produce Fig. 1d, the first and second principal components for both datasets were scaled to have the same range.

#### Permutation-based Maximum Covariance Analysis (PMCA)

We developed a novel permutation-based maximum covariance analysis (PMCA) that not only overcomes the spurious pattern identification liability of traditional maximum covariance analysis but also does not require any parametric assumptions about the data. Instead, we implemented a permutation procedure that assures the patterns are valid within a given false positive rate (FPR). To begin, let

0.1 $$ {X}_{6\times 28}\;\&\kern0.24em {Y}_{20368\times 28} $$

be the cytological and gene expression data, respectively. Then mean center each row, where $$ \tilde{X},\tilde{Y} $$ are mean centered (Eq. 1.2.)

0.2 $$ {\tilde{x}}_{is}={x}_{is}-\frac{1}{28}{\displaystyle \sum_{s=1}^{28}{x}_{is}},\kern0.24em {\tilde{y}}_{ks}={y}_{ks}-\frac{1}{28}{\displaystyle \sum_{s=1}^{28}{y}_{ks}} $$

$$ i=1,2,\dots, 6,\kern0.24em s=1,2,\dots, 28,\kern0.24em k=1,2,\dots, 20368 $$

We compute the covariance matrix and the SVD of the covariance matrix in Eq. 0.3.

0.3 $$ {C}_{6\times 20368}=\frac{1}{28}\tilde{X}{\tilde{Y}}^T=U\varSigma {V}^T $$

Because we are interested in mapping the genes of *Y* onto substages of *X* we consider $$ {P}_{x\left(6\times 28\right)}={U}^T\tilde{X} $$, the principal components of the covariance matrix that correspond to the substages, and calculate the homogeneous and heterogeneous regressions:

0.4 $$ {Z}_{x\left(6\times 6\right)}=X{P^T}_x,\kern0.36em {Z}_{y\left(20368\times 6\right)}=Y{P}_x^T $$

To allow for direct comparison, each row of *Z*_x_, *Z*_*y*_ is divided by its respective root mean square, Eq. 0.5.

0.5 $$ \begin{array}{l}{Z}_{x(ij)}={z}_{x(ij)}/\sqrt{{\displaystyle \sum_{j=1}^6{z}_{x(ij)}^2}/5}\\ {}{Z}_{y(kj)}={z}_{y(kj)}/\sqrt{{\displaystyle \sum_{j=1}^6{z}_{y(kj)}^2}/5}\end{array} $$

For each substage cyto-pattern (the row of *Z*_*x*_ corresponding to the substage), we find the genes that have a similar gene expression pattern across the columns of *Z*_*y*_. Through computation of the SVD, we lose a degree of freedom so the maximum number of patterns is 5; there are 6 substages. For each substage cyto-pattern, we call a gene pattern similar if it is within a certain window of the substage’s cyto-pattern.

To determine the optimal window width, we devised a permutation method that iterates through varying window widths and chooses the optimal width based on the estimated false positive rate (FPR). We stipulated that the estimated FPR be less that 0.05 by the third component (*j* = 3). Because the gene lists get finer, and more specific, as we progress through the components, the estimated FPR for cyto-patterns 4 and 5 are less that the specified 0.05. 

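The share of genes placed by chance was computed here with the published widths, from 100 shuffles of whole mice and averaged over the 6 substages. It was 0.465 for component 1 alone, 0.163 for components 1 to 2, 0.0660 for components 1 to 3 and 0.0175 for components 1 to 4. With each mouse's 6 substage proportions shuffled within the mouse in place of whole mice, an alternative chosen after the data were seen, the share for components 1 to 4 was 0.00539.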

For the substage-specific gene lists described in this paper, the estimated FPR < 0.005_._ A detailed explanation of the PMCA optimal width selection is provided in Additional file 3.

### Bioinformatic analysis

#### Gene Ontology (GO) analysis

GO enrichment analysis was performed using GOrilla, Gene Ontology enRIchment anaLysis and visuaLizAtion tool [30] with ranked gene lists. Gene lists were ranked for each substage based on a score that measures how closely each gene pattern follows the substage cytopattern. GO terms was established by the GO Consortium [70] and used to group genes according to their biological or molecular functions. A total of 13,363 of the 15,025 genes expressed in our time series have at least one annotation in GO.

#### Transcription factor analyses

TFs for substage-concordant and negatively concordant genes and the TF target genes were identified using iRegulon, Version 1.3 [35] in Cytoscape, version 3.1.0 [71] with the substage-concordant and negatively concordant gene lists.

## Additional files

Additional file 1: This file contains a mini-website of Tables S1-S10. The same mini-website is available at http://carterdev.jax.org/dtx/a2/index.html. Interactive expression plots. **Table S1.** Number and proportion of isolated cells for cytological analysis and RNA-seq. **Table S2.** Gene lists and gene expression values for each of the substages, separated by worksheets. An additional worksheet provides results for X-linked genes. Abbreviations for each substage are as follows: Sp’gonia for spermatogonia, PL for preleptotene, EL for early leptotene, LL + Z for late leptotene and zygotene, LL + Z + EP for those genes found in late leptotene, zygotene, and early pachytene, EP for early pachytene, EP + LP + D for early pachytene, late pachytene, and diplotene, and LP + D for late pachytene and diplotene. Sheet names prefixed with “Anti-“correspond to genes that are negatively concordant with the substage, (e.g., Anti-PL corresponds to genes that are negatively concordant with preleptotene. Genes are ranked by how closely the expression pattern follows the substage pattern (rank = 1 is best). Gene ids and Gene names for piRNA precursors and NONCODE lncRNAs have prefix “pi-” and “NON”, respectively. Expression is given in log2(TPM + 1). **Table S3.** GO analysis for substage-negatively concordant genes. Abbreviations for each substage are as follows: Sp’gonia for spermatogonia, EL for early leptotene, LL-Z for late leptotene and zygotene, EP for early pachytene, and LP-D for late pachytene and diplotene. **Table S4.** GO analysis for substage-concordant genes. Abbreviations for each substage are as follows: Sp’gonia for spermatogonia, EL for early leptotene, LL-Z for late leptotene and zygotene, EP for early pachytene, and LP-D for late pachytene and diplotene. **Table S5.** Analysis of genes annotated to meiosis. **Table S6.** TFs for substage-concordant genes. The column names are explained as follows: “NES” is short for Normalized Enrichment Score in iRegulon, “ngenes” is the number of substage-concordant genes associated with the TF, “name” used in the arc-diagram (* indicates a family of genes, e.g., Rfx* for Rfx1, Rfx2, Rfx3, Rfx4). Bolded TFs are highly expressed in the testis and those highlighted in red are associated with male reproduction. **Table S7.** TFs for substage-negatively concordant genes. The column names are explained as follows: “NES” is short for Normalized Enrichment Score in iRegulon, “ngenes” is the number of substage negatively-concordant genes associated with the TF, “name” used in the arc-diagram (* indicates a family of genes, e.g., Rfx* for Rfx1, Rfx2, Rfx3, Rfx4). **Table S8.** Comparison of substage-concordant gene lists with derived clusters in Margolin, et al. [14]. **Table S9.** Comparison of substage-concordant gene lists with sets derived from FACS-sorted cells [5, 6]. **Table S10.** Primers for qRT-PCR. (ZIP 6513 kb) Additional file 2: This file contains a mini-website of Figures S1-S6 and a link to interactive expression plots. The same mini-website is available at http://carterdev.jax.org/dtx/a1/index.html. **Figure S1.** Expression of substage-concordant genes. (A-H) Heat maps show gene expression of substage-concordant genes at each time point. Gene expression is shown as average log2(TPM + 1) of time point replicates. **Figure S2.** Expression of substage-negatively concordant genes. (A-H) Heat maps show gene expression of substage-negatively concordant genes at each time point. Gene expression is shown as average log2(TPM + 1) of time point replicates. **Figure S3.** Validation of RNA-seq expression pattern by qRT-PCR. Box plots (top) show gene expression detected by RNA-seq at 10 dpp and 16 dpp. Bar graphs (bottom) show gene expression detected by qRT-PCR using isolated germ cells from pooled testes from 3 mice at 10 dpp and 16 dpp. Gene expression for RNA-seq is shown as log2(TPM + 1). Gene expression for qRT-PCR is shown as fold increase relative to *Actb* expression. **Figure S4.** TF arc diagram illustrating the most significant TFs across substages for the concordant gene lists. Node color represents the substage. Node size is related to significance (larger = more significant but all are highly significant with a iRegulon NES > = 4). Width of arc corresponds to how many TFs are shared between nodes (wider = more shared TFs). A node is connected to another node if a node’s TFs are a subset of the other node’s TFs. Color of the arc (degree) is related to how many connections the node has. Degree equals the number of connections. The name of each node is an abbreviation, where an asterisk indicates multiple members of the TF family are included in the node (e.g., Rfx* for Rfx1, Rfx2, Rfx3, Rfx4) and when a node name is followed by + integer, as in “Mef2* + 1”, it indicates that there are TFs in the Mef2 family plus one other TF. All TFs associated with each node are listed in Additional file 1: Table S6. The number in parenthesis next to the node name indicates the number of substage-concordant genes associated with the TF cluster. **Figure S5.** TF arc diagram illustrating the most significant TFs across substages for the negatively concordant gene lists. Node color represents the substage. Node size is related to significance (larger = more significant but all are highly significant with a iRegulon NES > = 4). Width of arc corresponds to how many TFs are shared between nodes (wider = more shared TFs). A node is connected to another node if a node’s TFs are a subset of the other node’s TFs. Color of the arc (degree) is related to how many connections the node has. Degree equals the number of connections. The name of each node is an abbreviation, where an asterisk indicates multiple members of the TF family are included in the node (e.g., Rfx* for Rfx1, Rfx2, Rfx3, Rfx4) and when a node name is followed by + integer, as in “Mef2* + 1”, it indicates that there are TFs in the Mef2 family plus one other TF. All TFs associated with each node are listed in Additional file 1: Table S7. The number in parenthesis next to the node name indicatea the number of substage-negatively-concordant genes associated with the TF cluster. **Figure S6.** Expression of TF and its target genes for each substage. The difference of mean gene expression at 8 dpp of the TF and its target genes at each time point. To illustrate the overall pattern, a smoothed line was fit to the substage-specific gene expression. Color of lines represents the substage of target genes. Gene expression is shown as average log2(TPM + 1) across time point replicates. (ZIP 13261 kb) Additional file 3: Details of permutation-based maximum covariance analysis (PMCA). (PDF 150 kb)

# Supplementary material for: Regulatory complexity revealed by integrated cytological and RNA-seq analyses of meiotic substages in mouse spermatocytes
**Source:** BMC Genomics. 2016 Aug 12;17:628. doi: 10.1186/s12864-016-2865-1
**Supplement:** Additional file 1: — This file contains a mini-website of Tables S1-S10. The same mini-website is available at http://carterdev.jax.org/dtx/a2/index.html. Interactive expression plots. Table S1. Number and proportion of isolated cells for cytological analysis and RNA-seq. Table S2. Gene lists and gene expression values for each of the substages, separated by worksheets. An additional worksheet provides results for X-linked genes. Abbreviations for each substage are as follows: Sp’gonia for spermatogonia, PL for preleptotene, EL for early leptotene, LL + Z for late leptotene and zygotene, LL + Z + EP for those genes found in late leptotene, zygotene, and early pachytene, EP for early pachytene, EP + LP + D for early pachytene, late pachytene, and diplotene, and LP + D for late pachytene and diplotene. Sheet names prefixed with “Anti-“correspond to genes that are negatively concordant with the substage, (e.g., Anti-PL corresponds to genes that are negatively concordant with preleptotene. Genes are ranked by how closely the expression pattern follows the substage pattern (rank = 1 is best). Gene ids and Gene names for piRNA precursors and NONCODE lncRNAs have prefix “pi-” and “NON”, respectively. Expression is given in log2(TPM + 1). Table S3. GO analysis for substage-negatively concordant genes. Abbreviations for each substage are as follows: Sp’gonia for spermatogonia, EL for early leptotene, LL-Z for late leptotene and zygotene, EP for early pachytene, and LP-D for late pachytene and diplotene. Table S4. GO analysis for substage-concordant genes. Abbreviations for each substage are as follows: Sp’gonia for spermatogonia, EL for early leptotene, LL-Z for late leptotene and zygotene, EP for early pachytene, and LP-D for late pachytene and diplotene. Table S5. Analysis of genes annotated to meiosis. Table S6. TFs for substage-concordant genes. The column names are explained as follows: “NES” is short for Normalized Enrichment Score in iRegulon, “ngenes” is the number of substage-concordant

| <b>daCruz, et al. [5]</b>  | <b>Best match</b> |                    |                         |
|----------------------------|-------------------|--------------------|-------------------------|
|                            | <b>This study</b> | <b>N in common</b> | <b>p</b>                |
| 2C                         | Sp'gonia          | 57                 | 0.000453                |
| LZ                         | LL+Z              | 26                 | 0.013907                |
| PS                         | LP+D              | 85                 | $6.27 \times 10^{-18}$  |
| RS                         | Sp'gonia          | 32                 | 0.000376                |
| 2C+LZ                      | EL                | 3                  | 0.313099                |
| 2C+LZ+PS                   | EL                | 4                  | 0.072829                |
| LZ+PS                      | LL+Z              | 23                 | $8.70 \times 10^{-7}$   |
| LZ+PS+RS                   | LP+D              | 231                | $4.29 \times 10^{-33}$  |
| PS+RS                      | LP+D              | 587                | $1.45 \times 10^{-211}$ |
| 2C+LZ+PS+RS                | LP+D              | 1136               | $2.09 \times 10^{-22}$  |
| LZ+RS                      | LL+Z              | 10                 | 0.00425                 |
| 2C+RS                      | Sp'gonia          | 9                  | 0.152624                |
| 2C+PS                      | Sp'gonia          | 9                  | 0.000204                |
| 2C+PS+RS                   | LP+D              | 65                 | $6.20 \times 10^{-9}$   |
| 2C+LZ+RS                   | Sp'gonia          | 14                 | 0.781228                |
| <b>Fallahi, et al. [6]</b> | <b>This study</b> | <b>N in common</b> | <b>p</b>                |
| Spermatogonia              | EL                | 1                  | 0.096                   |
| Pre-Leptotene              | Sp'gonia          | 2                  | 0.45                    |
| Leptotene-Zygotene         | Sp'gonia          | 8                  | 0.0040                  |
| Early Pachytene            | LL+Z              | 2                  | 0.57                    |
| Mid Pachytene              | LP+D              | 5                  | 0.0074                  |
| Late Pachytene             | LP+D              | 16                 | $3.6 \times 10^{-9}$    |
| Diplotene                  | LP+D              | 9                  | $1.7 \times 10^{-5}$    |

**Table A9. Correspondence between PMCA-derived concordant gene sets and gene sets in da Cruz, et al. [5] and Fallahi, et al. [6].** Best match determined by greatest enrichment of overlapping transcripts (lowest *p*-values, hypergeometric tests). Common transcripts from Fallahi, et al. were assessed by assigning the top 50 microarray probes unique to each substage to transcripts that also appeared in our RNA-seq data, which severely limited concordance analysis to only tens of genes.

# Supplementary material for: Regulatory complexity revealed by integrated cytological and RNA-seq analyses of meiotic substages in mouse spermatocytes
**Source:** BMC Genomics. 2016 Aug 12;17:628. doi: 10.1186/s12864-016-2865-1

# Substage-concordant genes

A Sp`gonia

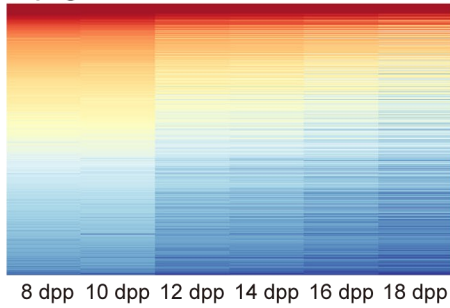

B Prelep

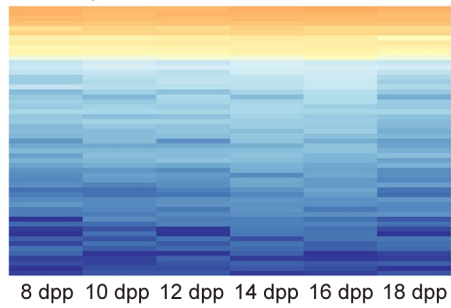

C Early Lep

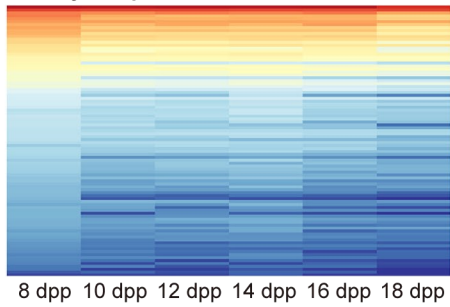

D Late Lep/Zyg

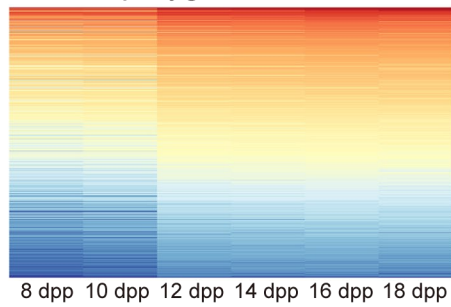

E Late Lep/Zyg/Early Pach

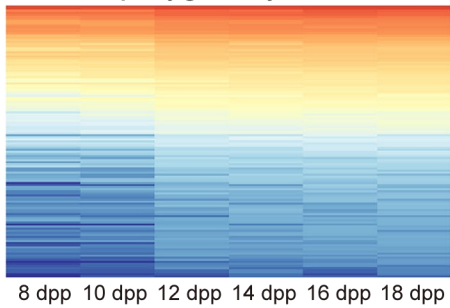

F Early Pach

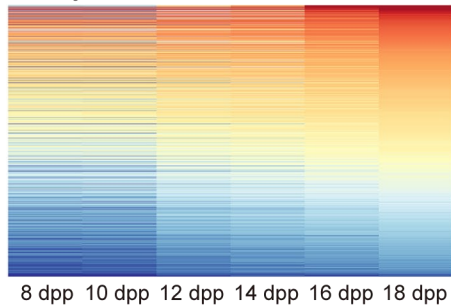

G Early Pach/Late Pach/Dip

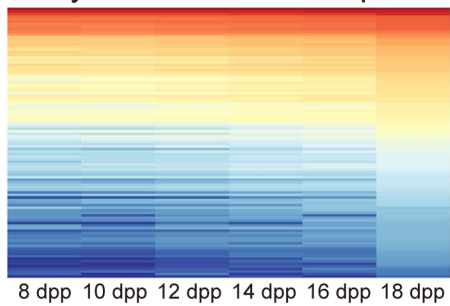

H Late Pach/Dip

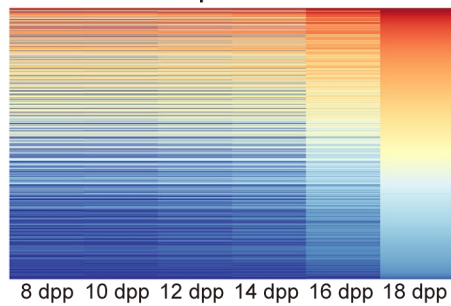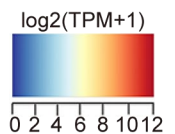

**Supplement:** Additional file 2: — This file contains a mini-website of Figures S1-S6 and a link to interactive expression plots. The same mini-website is available at http://carterdev.jax.org/dtx/a1/index.html. Figure S1. Expression of substage-concordant genes. (A-H) Heat maps show gene expression of substage-concordant genes at each time point. Gene expression is shown as average log2(TPM + 1) of time point replicates. Figure S2. Expression of substage-negatively concordant genes. (A-H) Heat maps show gene expression of substage-negatively concordant genes at each time point. Gene expression is shown as average log2(TPM + 1) of time point replicates. Figure S3. Validation of RNA-seq expression pattern by qRT-PCR. Box plots (top) show gene expression detected by RNA-seq at 10 dpp and 16 dpp. Bar graphs (bottom) show gene expression detected by qRT-PCR using isolated germ cells from pooled testes from 3 mice at 10 dpp and 16 dpp. Gene expression for RNA-seq is shown as log2(TPM + 1). Gene expression for qRT-PCR is shown as fold increase relative to Actb expression. Figure S4. TF arc diagram illustrating the most significant TFs across substages for the concordant gene lists. Node color represents the substage. Node size is related to significance (larger = more significant but all are highly significant with a iRegulon NES > = 4). Width of arc corresponds to how many TFs are shared between nodes (wider = more shared TFs). A node is connected to another node if a node’s TFs are a subset of the other node’s TFs. Color of the arc (degree) is related to how many connections the node has. Degree equals the number of connections. The name of each node is an abbreviation, where an asterisk indicates multiple members of the TF family are included in the node (e.g., Rfx* for Rfx1, Rfx2, Rfx3, Rfx4) and when a node name is followed by + integer, as in “Mef2* + 1”, it indicates that there are TFs in the Mef2 family plus one other TF. All TFs associated with each node are listed in Additional file 1: Table S6.

# Supplementary material for: Regulatory complexity revealed by integrated cytological and RNA-seq analyses of meiotic substages in mouse spermatocytes
**Source:** BMC Genomics. 2016 Aug 12;17:628. doi: 10.1186/s12864-016-2865-1

# Substage-negatively concordant genes

A Sp`gonia

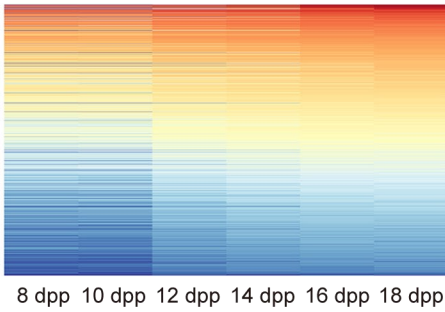

B Prelep

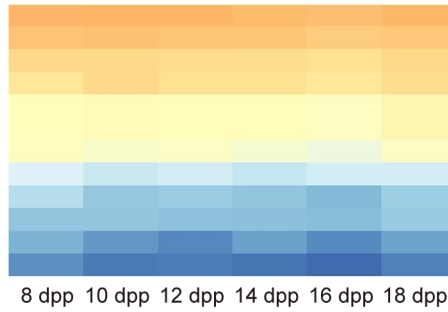

C Early Lep

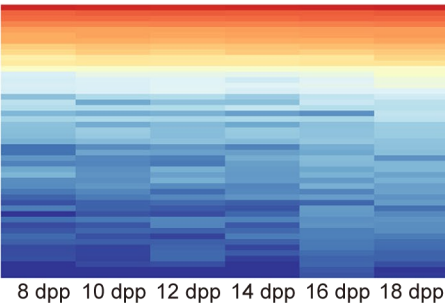

D Late Lep/Zyg

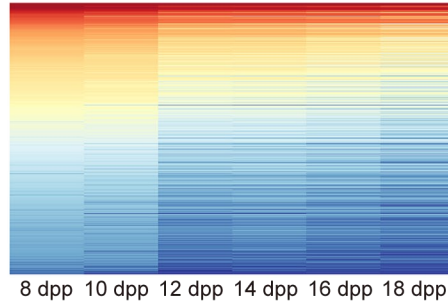

E Late Lep/Zyg/Early Pach

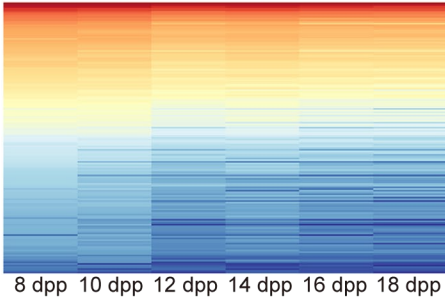

F Early Pach

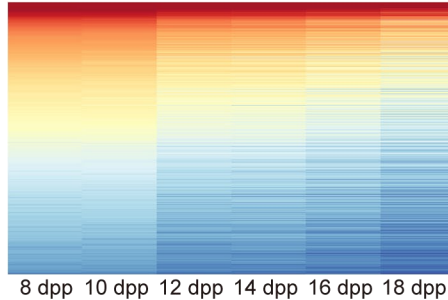

G Early Pach/Late Pach/Dip

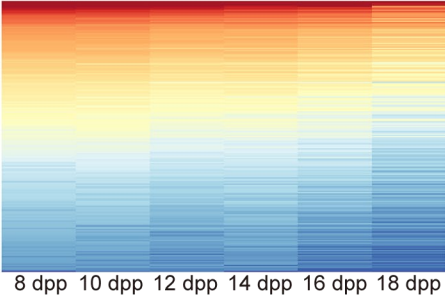

H Late Pach/Dip

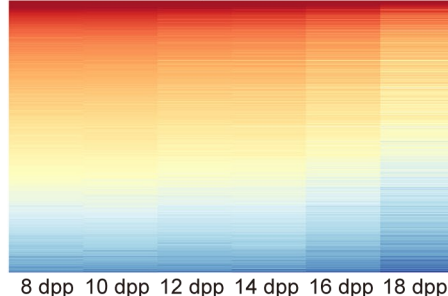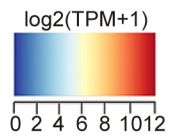

**Supplement:** Additional file 2: — This file contains a mini-website of Figures S1-S6 and a link to interactive expression plots. The same mini-website is available at http://carterdev.jax.org/dtx/a1/index.html. Figure S1. Expression of substage-concordant genes. (A-H) Heat maps show gene expression of substage-concordant genes at each time point. Gene expression is shown as average log2(TPM + 1) of time point replicates. Figure S2. Expression of substage-negatively concordant genes. (A-H) Heat maps show gene expression of substage-negatively concordant genes at each time point. Gene expression is shown as average log2(TPM + 1) of time point replicates. Figure S3. Validation of RNA-seq expression pattern by qRT-PCR. Box plots (top) show gene expression detected by RNA-seq at 10 dpp and 16 dpp. Bar graphs (bottom) show gene expression detected by qRT-PCR using isolated germ cells from pooled testes from 3 mice at 10 dpp and 16 dpp. Gene expression for RNA-seq is shown as log2(TPM + 1). Gene expression for qRT-PCR is shown as fold increase relative to Actb expression. Figure S4. TF arc diagram illustrating the most significant TFs across substages for the concordant gene lists. Node color represents the substage. Node size is related to significance (larger = more significant but all are highly significant with a iRegulon NES > = 4). Width of arc corresponds to how many TFs are shared between nodes (wider = more shared TFs). A node is connected to another node if a node’s TFs are a subset of the other node’s TFs. Color of the arc (degree) is related to how many connections the node has. Degree equals the number of connections. The name of each node is an abbreviation, where an asterisk indicates multiple members of the TF family are included in the node (e.g., Rfx* for Rfx1, Rfx2, Rfx3, Rfx4) and when a node name is followed by + integer, as in “Mef2* + 1”, it indicates that there are TFs in the Mef2 family plus one other TF. All TFs associated with each node are listed in Additional file 1: Table S6.

# Supplementary material for: Regulatory complexity revealed by integrated cytological and RNA-seq analyses of meiotic substages in mouse spermatocytes
**Source:** BMC Genomics. 2016 Aug 12;17:628. doi: 10.1186/s12864-016-2865-1
**Supplement:** Additional file 3: — Details of permutation-based maximum covariance analysis (PMCA).

## 1 Details of permutation-based maximum covariance analysis (PMCA)

Recall that there are 28 biological samples, 6 substages, and 20368 expressed transcripts. Let  $\mathbf{X}_{(6 \times 28)}$  represent the substage cytological proportions of each sample and  $\mathbf{Y}_{(20368 \times 28)}$  represent the gene expression of each sample. We wanted to know what genes of  $\mathbf{Y}$  have the same expression pattern as the meiotic substages of  $\mathbf{X}$ ; that is, we map genes onto substages.

$$\mathbf{X} = \begin{bmatrix} x_{11} & x_{12} & \dots & x_{1,28} \\ x_{21} & x_{22} & \dots & x_{2,28} \\ \vdots & \vdots & \vdots & \vdots \\ x_{61} & x_{62} & \dots & x_{6,28} \end{bmatrix}, \mathbf{Y} = \begin{bmatrix} y_{11} & y_{12} & \dots & y_{1,28} \\ y_{21} & y_{22} & \dots & y_{2,28} \\ \vdots & \vdots & \vdots & \vdots \\ y_{20368,1} & y_{20368,2} & \dots & y_{20368,28} \end{bmatrix}$$

First, center the matrices by subtracting the row averages. For  $i = 1, 2, \dots, 6, k = 1, 2, \dots, 20,368, s = 1, 2, \dots, 28$ .

$$\begin{aligned} \tilde{x}_{is} &= x_{is} - \frac{1}{28} \sum_{s=1}^{28} x_{is} \\ \tilde{y}_{ks} &= y_{ks} - \frac{1}{28} \sum_{s=1}^{28} y_{ks} \end{aligned} \tag{1}$$

so that

$$\tilde{\mathbf{X}} = \begin{bmatrix} \tilde{x}_{11} & \tilde{x}_{12} & \dots & \tilde{x}_{1,28} \\ \tilde{x}_{21} & \tilde{x}_{22} & \dots & \tilde{x}_{2,28} \\ \vdots & \vdots & \vdots & \vdots \\ \tilde{x}_{61} & \tilde{x}_{62} & \dots & \tilde{x}_{6,28} \end{bmatrix}, \tilde{\mathbf{Y}} = \begin{bmatrix} \tilde{y}_{11} & \tilde{y}_{12} & \dots & \tilde{y}_{1,28} \\ \tilde{y}_{21} & \tilde{y}_{22} & \dots & \tilde{y}_{2,28} \\ \vdots & \vdots & \vdots & \vdots \\ \tilde{y}_{20368,1} & \tilde{y}_{20368,2} & \dots & \tilde{y}_{20368,28} \end{bmatrix}$$

Let  $\mathbf{C}_{(6 \times 20368)} = \tilde{\mathbf{X}}\tilde{\mathbf{Y}}^T/28$  be the covariance matrix of  $\tilde{\mathbf{X}}$  and  $\tilde{\mathbf{Y}}$  and use singular value decomposition (SVD) to decompose  $\mathbf{C} = \mathbf{U}\mathbf{\Sigma}\mathbf{V}^T$ .

Then, the column vectors of  $\mathbf{U}$  correspond to the structures in the cytological data,  $\mathbf{X}$ , that explain the covariance and the column vectors of  $\mathbf{V}$  correspond to the structures in the gene expression data,  $\mathbf{Y}$ , that explain the covariance.

**Up to this point, PMCA is consistent with traditional MCA but the following modifications are novel.**

Because we are primarily interested in mapping the genes of  $\mathbf{Y}$  onto the substages of  $\mathbf{X}$ , we consider  $\mathbf{P}_{x(6 \times 28)} = \mathbf{U}^T \tilde{\mathbf{X}}$ , the principal components of the covariance matrix that correspond to the elements of  $\mathbf{X}$ , and calculate the homogeneous and heterogeneous regressions using  $\mathbf{P}_x$ .

Notice that the last column of  $\mathbf{P}_x = \mathbf{0}$ .

The cytological amplitudes, or “cytopatterns”, of  $\mathbf{X}$  are

$$\begin{aligned}\mathbf{Z}_{x(6 \times 6)} &= \mathbf{X} \mathbf{P}_x^T \\ &= \begin{bmatrix} z_{x11} & z_{x12} & \dots & z_{x16} \\ z_{x21} & z_{x22} & \dots & z_{x26} \\ \vdots & \vdots & \vdots & \vdots \\ z_{x61} & z_{x62} & \dots & z_{x66} \end{bmatrix}\end{aligned}$$

and the gene amplitudes, or “gene patterns”, of  $\mathbf{Y}$  are

$$\begin{aligned}\mathbf{Z}_{y(20368 \times 6)} &= \mathbf{Y} \mathbf{P}_x^T \\ &= \begin{bmatrix} z_{y11} & z_{y12} & \dots & z_{y16} \\ z_{y21} & z_{y22} & \dots & z_{y26} \\ \vdots & \vdots & \vdots & \vdots \\ z_{y20368,1} & z_{y20368,2} & \dots & z_{y20368,6} \end{bmatrix}\end{aligned}$$

To put  $\mathbf{Z}_x$  and  $\mathbf{Z}_y$  on the same scale, divide each row by its respective root mean square.

For  $i = 1, 2, \dots, 6, j = 1, 2, \dots, 6$ , and  $k = 1, 2, \dots, 20368$

$$z_{xij} = z_{xij} / \sqrt{\sum_{j=1}^6 z_{xij}^2 / (6 - 1)} \quad (2)$$

$$z_{ykj} = z_{ykj} / \sqrt{\sum_{j=1}^6 z_{ykj}^2 / (6 - 1)} \quad (3)$$

A measure of similarity between the amplitudes in  $\mathbf{Z}_x$  and the amplitudes in  $\mathbf{Z}_y$  is the absolute difference, or score:

$$\text{score}_{ikj} = |z_{xij} - z_{ykj}| \quad (4)$$

Now, we can directly compare  $\mathbf{Z}_x$  and  $\mathbf{Z}_y$  using the scores: we say the cytopattern of  $i$ th substage of  $\mathbf{Z}_x$  is *similar* to the gene pattern in  $k$ th gene of  $\mathbf{Z}_y$  if the  $\text{score}_{ikj}$  is small across all  $p - 1$  components. It is not enough to calculate the total score because we need the pattern to match across all components.

We must specify how similar is similar across the  $p - 1$  components while controlling for false positives. To choose the optimal window widths for the  $p - 1$  components, we use an iterative permutation procedure.

### 1.1 Permutation procedure

To avoid the traditional liability of identifying spurious patterns from the data, we estimate the false positive rate (FPR) by breaking the relationship between  $\mathbf{X}$  and  $\mathbf{Y}$ . (Note: we chose  $B = 1000$ .)

for  $b$  in 1 to  $B$  ( $B$  large) {

    independently shuffle the columns of  $\mathbf{X} \rightarrow \mathbf{X}_b^*$

    calculate  $\mathbf{Z}_x^*, \mathbf{Z}_y^*$  and  $\text{score}_{(ikj)b}^*$  using  $\mathbf{X}_b^*, \mathbf{Y}$

}

Now that we have a set of scores indicative of no relationship between  $\mathbf{X}$  and  $\mathbf{Y}$ , we use an iterative procedure to determine optimal window widths for the  $j = 1, 2, \dots, 5$  components (columns of  $\mathbf{Z}_x, \mathbf{Z}_y$ ).

## 1.2 Iterative procedure

To compare  $\mathbf{Z}_x, \mathbf{Z}_y$ , we have to determine the optimal window widths for the 5 components while controlling the FPR; we use the scores\* calculated in the permutation procedure.

Set  $\tau = 1$  and let  $\hat{\sigma}_j$  be the estimated standard deviation of column  $j$  of  $\mathbf{Z}_x$ . We optimize the window width by iteratively increasing  $\tau$  (narrowing the width of the window).

Since  $\mathbf{X}$  is permuted, choose  $i = 1$  ( $i$  doesn't matter).

Specify  $\alpha$  and  $J \in 1, 2, \dots, 5$  such that the estimated FPR  $\leq \alpha$  by component  $J$ . We chose  $\alpha = 0.05$  and  $J = 3$ .

### Step 1:

$$\mathbf{w} = [\hat{\sigma}_1, \hat{\sigma}_2, \dots, \hat{\sigma}_5] / \tau$$

for  $b$  in 1 to  $B$  {

$$g_1 = \{\text{all } k \text{ rows of } \mathbf{Z}_{yk1}^* \text{ for which } \text{score}^*_{(1k1b)} \leq w_1\}$$

$$\text{calculate } \hat{\text{FPR}}_{1b} = |g_1| / 20368$$

for  $j$  in 2 to 5 {

$$g_j = g_{j-1} \cap \{\text{all } k \text{ rows of } \mathbf{Z}_{ykj}^* \text{ for which } \text{score}^*_{(1kj)b} \leq w_j\}$$

$$\text{calculate } \hat{\text{FPR}}_{jb} = |g_j| / 20368 \quad \}$$

}

### Step 2:

for  $j$  in 1 to 5 {

$$\text{calculate the estimated FPR for component } j : \hat{\text{FPR}}_j = \sum_{b=1}^B \hat{\text{FPR}}_{jb} / B$$

}

if  $\hat{\text{FPR}}_J \leq \alpha$ , STOP

else,  $\tau = \tau + .1$ . Go to Step 1.

The optimal window width is the final  $\mathbf{w}_{\text{opt}}$ . Use the values of  $\mathbf{w}_{\text{opt}}$  to do the same procedure for the real data,  $\mathbf{Z}_x, \mathbf{Z}_y$ , and map genes of  $\mathbf{Y}$  onto the substages of  $\mathbf{X}$  (see subsection 1.3). Note that by taking the mean, the estimated FPR is a conservative estimate, as seen in Fig. 1.

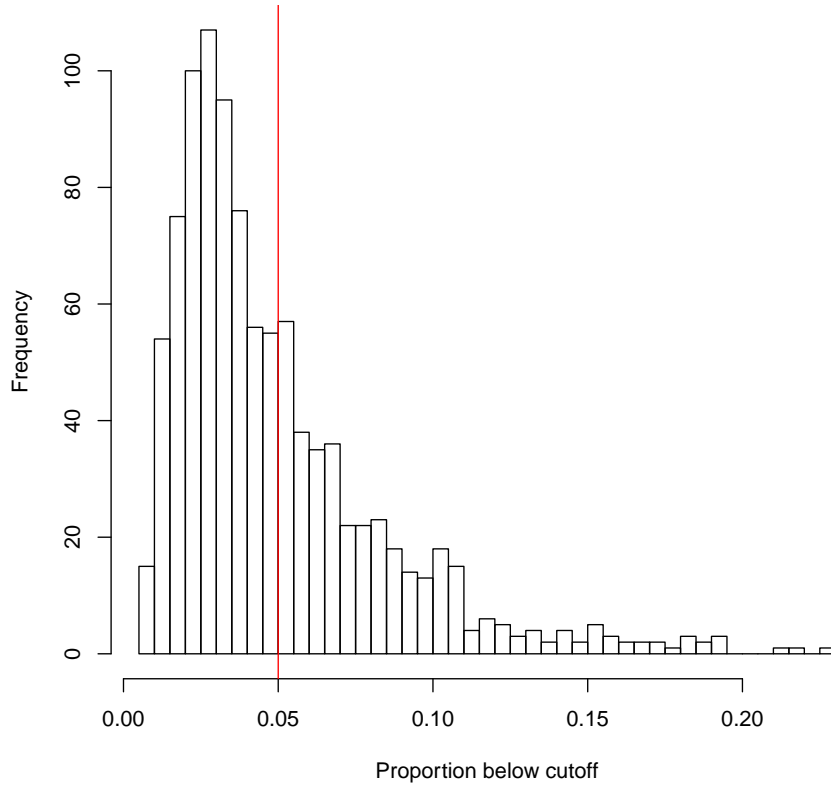

Figure 1: Histogram of the estimated FPR for the late pachytene and diplotene substage at  $j = 3$ . The red line is  $\alpha = .05$ .

The resulting estimated FPRs for all 5 components are given in Table 1.

| component ( $j$ )  | 1     | 2     | 3     | 4     | 5      |
|--------------------|-------|-------|-------|-------|--------|
| $\hat{\text{FPR}}$ | 0.482 | 0.164 | 0.049 | 0.005 | <0.001 |
| $w_{\text{opt}}$   | 1.435 | 0.694 | 0.544 | 0.168 | 0.063  |

Table 1: Estimated FPRs and optimal window widths.

### 1.3 Map genes of $\mathbf{Y}$ onto substages of $\mathbf{X}$

Using the optimal window width,  $w_{\text{opt}}$ , calculated above, map genes of  $\mathbf{Y}$  onto substages of  $\mathbf{X}$ .

```

for  $i$  in 1 to 6 {
     $g_{i1} = \{\text{all } k \text{ rows of } \mathbf{Z}_{y_{k1}} \text{ for which } \text{score}_{ik1} \leq w_{\text{opt}1}\}$ 
    for  $j$  in 2 to 5 {
         $g_{ij} = g_{i,j-1} \cap \{\text{all } k \text{ rows of } \mathbf{Z}_{y_{kj}} \text{ for which } \text{score}_{ikj} \leq w_{\text{opt}j}\}$ 
    }
}

```

}

It is straightforward to also determine those genes of  $\mathbf{Y}$  that are negatively concordant with substages of  $\mathbf{X}$ . Just use  $-\mathbf{Z}_x, \mathbf{Z}_y$  in the above procedure. Negatively concordant elements will have the exact opposite pattern; when the cytological proportion of the substage is high, the gene expression is low, and vice versa. The resulting concordant and negatively concordant substage-specific gene lists are based on the results of  $j = 4, 5$  with  $\hat{\text{FPR}} \leq 0.005$ .

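The supplement names 2 depths, components 1 to 4 and components 1 to 5, and does not say how they were joined. With components 1 to 4 and shared lists for genes within the widths of neighbouring substages, 18751 of the 20368 genes were on the same list, or on none, as in the authors' gene table, and 1617 were not. When component 5 decided between the lists a gene was in, with the widths of all components before rounding, all 20368 genes were placed as in that table. This alternative was chosen after the data were seen. Of the authors' 1235 spermatogonia genes, 734 were also within the width of component 5, so that membership there did not require it. The published widths equalled the SD of the substage scores divided by 1.4. Widths re-derived with 100 shuffles of whole mice were narrower, the SD divided by 2. The supplement shuffles the columns of the table of substages by mice independently, and with the substages shuffled within each mouse, chosen after the data were seen, the SD was divided by 1.5.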

How the deposited data were processed for this re-analysis (not part of the article)

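RNA-seq of germ cells from 28 juvenile mice, 3 at 8 dpp and 5 at each of 10, 12, 14, 16 and 18 dpp, and of 4 adult samples of enriched pachytene spermatocytes, each pooled from 6 mice of 9 weeks, was analysed. The authors sequenced poly-A libraries with 100 bp paired-end reads, kept reads of sufficient quality, aligned them with Bowtie 1.0.0 to Ensembl release 75, NONCODE 4 and 214 piRNA precursors, and computed TPM with RSEM 1.2.8 before the tables were deposited. The juvenile transcript table and the adult gene table held these TPM values as they were. The juvenile gene table was expected in TPM but held exp(log2(TPM + 1)) - 1, as its agreement with Table S2 in 1791 genes and with the summed transcripts showed, and it was converted back to TPM before use. The values of 20288 genes were then within 0.2 TPM of the summed transcripts in every mouse, and 80 genes were kept although they were not. Column sums of the transcript table lay between 999998 and 1e+06. TPM keeps no read counts, so no depth and no counting error could be given, and the spread between mice was used throughout.

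Cell numbers per substage came from the paper's Table S1, and percentages were computed from them for each mouse. Each mouse was one sample. Genes with a TPM of at least 3 in at least 1 mouse were called expressed, and log2(TPM + 1) was used as the expression value. Chromosomes and gene types came from GENCODE release M21 on GRCm38 by Ensembl identifier. NONCODE genes and the 129 Ensembl genes without a match had no chromosome and were left out of the counts of X-linked genes.

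Ages were compared with limma 3.58.1 in R 4.3.3, with the 6 ages in 1 model and a prior variance following mean expression, and Benjamini-Hochberg adjusted p-values under 0.05. The same model tested for any difference among the ages. Mice 1 to 3 were compared with the later-numbered mice with age as a covariate, and the difference at 18 dpp with that at the other ages by an interaction term. Transcript usage was tested with limma on each transcript's percentage of its gene's TPM, between 8 and 10 dpp (8 mice) and 16 and 18 dpp (10 mice), in genes with a mean of at least 3 TPM in both groups and 2 or more transcripts of at least 1 TPM, with an adjusted p-value under 0.05 and a change of at least 20 points. Numbers of genes per mouse and medians of X-linked genes were compared with two-sided exact permutation tests. Principal components were compared by Pearson's and Spearman's correlations after each age's mean was subtracted, with 100000 permutations within ages. For pairs of neighbouring ages each age's mean was not subtracted, and the mice were permuted across both ages.

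PMCA used the paper's supplement for the singular value decomposition of the covariance of the 6 substage proportions and the expression values, the scores and the window widths. The supplement runs to component 5 and names components 4 and 5 for the lists, and here components 1 to 4 were used, with shared lists, by a rule set here, for genes within the widths of neighbouring substages. List sizes were compared with 100 shuffles of all mice and 100 shuffles within ages. Lists were tested for genes detected in adult cells, X-linked genes and gene types with one-sided Fisher's exact tests adjusted over the 16 lists. Tests of X-linked genes in adult cells were two-sided. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for all but limma.

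The genes named in the text are every gene whose RNA expression the paper's text names, the qRT-PCR genes of Table S10 and the genes of the 4 stained proteins. They also include the 2 best-ranked genes with a symbol of each concordant list, and the 3 largest rises and the 3 largest falls from 10 to 16 dpp among genes past the threshold whose mice do not overlap. The rule adds the 3 X-linked genes highest in adult cells, the 3 transcripts of largest usage change, and genes of marker lists where a list's result needs them. Marker lists covered Sertoli (8 genes), Leydig (6), peritubular (5), macrophage (5), red blood cell (5), endothelial (4), spermatid (6) and spermatogonium (6) genes.

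The methods were tested on simulated data. The changes planted for limma were large beside many reported here, with noise drawn apart for each gene. The genes planted for PMCA followed a substage's own proportions with little noise. The recoveries therefore do not show the power for small changes. With 200 changed genes, limma recovered 95% with the right sign, and 8.21% of its calls were unchanged genes. Usage tests recovered 94.5% of changed transcripts, and 2.58% of calls were unchanged ones. PMCA placed 100% of 100 simulated genes in the spermatogonia list and 100% in the late pachytene/diplotene list, and placed 6.10% and 0.377% of shuffled genes there. Of 200 random lists, 3.5% had an unadjusted p under 0.05 in the list test.

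The alternatives covered the pseudocount, the level and number of samples that make a gene expressed, median-of-ratios factors, quantile normalization, the prior variance, the ages in the model, mice 1 to 3 alone or as a covariate, the components and widths of PMCA, Actb as a reference, the detection rule in adult samples, the usage thresholds, and leaving out each mouse or adult sample in turn. The 2 mice of 8 dpp that the paper omitted were not used here. Gene ontology terms, predicted targets of transcription factors, qRT-PCR values and earlier expression data sets were not analysed here. Of the genes that the paper names, 2 are not reported here.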

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

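The tests of other splits of the mice, those of low expression behind transcript usage and those of the difference at 18 dpp were chosen only after the results were seen.

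In 1 of 76 groups of mice compared by overall measures (1.32%), a single mouse lay far from the others of its age. In mouse 2 at 10 dpp, the 10 most abundant genes took 8.71607% of all TPM, less than in the other 4 mice. Among 320 groups of values of the named genes, 17 (5.31%) held such a mouse, where chance gives about 1 in 20 groups. The values at 10 dpp were 0.24 TPM for Cmtm2a, 1626.78 TPM for Actb, 1.05 TPM for Tdrd6 and 2.57 TPM for Mpc1-ps in mouse 2, 25.13 TPM for Zbtb33 in mouse 3, 43.74 TPM for Ier3 in mouse 4, 1.13 TPM for Tbx3os1 in mouse 5 and 0.06 TPM for Gm5795 in mouse 1. At 14 dpp they were 16.31 TPM for Zbtb33 and 40.62 TPM for Wdr11 in mouse 2 and 8.95 TPM for Mpc1-ps in mouse 1. At 16 dpp they were 2.92 TPM for Etv4 in mouse 1, 102.17 TPM for Syce2 in mouse 4 and 2.36 TPM for Mpc1-ps in mouse 5. At 18 dpp they were 13.1 TPM for Zfp143 in mouse 1, 245.54 TPM for Fam213a in mouse 2 and 3.57 TPM for Tbx3os1 in mouse 5. The shares of such groups are what chance gives, and no technical or biological explanation was tested for single values. Mouse 2 at 10 dpp holds 5 of these values, and its read depth is unknown.

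Mice 1 to 3 and the later-numbered mice differed in another way at 18 dpp than at 10 to 16 dpp, in 5642 genes by an interaction term with an adjusted p-value under 0.05. Within 18 dpp, 5686 genes differed, 3060 of them higher and 2626 lower in mice 1 to 3, and 151 of them also differed at 10 to 16 dpp. Of 100 splits of the mice within ages, 6 gave as many genes for the interaction, and all 6 had the true split at 18 dpp, so that this count decides nothing. The 5 mice at 18 dpp can be split in 10 ways, of which the true one gave 5686 genes and each of the others 0. Whether the mouse numbers follow this split by chance cannot be told apart from a cause, since no share under 1 of 10 was possible. The tables argue against a single difference between these mice at all ages, since at most 11 genes differed at any single one of the ages from 10 to 16 dpp, with as many mice compared as at 18 dpp. Of the 5686 genes, 52.3% had the same direction at 10 to 16 dpp. Of the 236 genes that differed at 10 to 16 dpp, 86.0169% had the same direction at 18 dpp, so that this part stays open. A candidate explanation for the rest is that spermatocytes were further advanced in mice 1 to 3. Of the genes that differed between 14 and 16 dpp, 88.6299% had the same direction between these mice at 18 dpp, with 92.8% of the rising and 83.9% of the falling genes. In the paper's cell counts, late pachytene and diplotene cells made up 16.5% to 20.3% in mice 1 to 3 at 18 dpp and 10% to 10.2% in the later-numbered mice. A batch of libraries or cell preparations that follows the mouse numbers at this age stays open beside a difference in age or growth between the mice, and neither was tested.

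The paper does not report on single transcripts, and their shares of their genes' TPM changed between 8 and 10 dpp and 16 and 18 dpp. Of 7356 genes tested, 354 had a transcript with an adjusted p-value under 0.05 and a change of at least 20 points. None of the other 99 splits of the mice drawn gave as many, so that 1 of 100 did with the true one. Low expression of the genes is argued against as the whole cause, because 4.07751% of the genes with a mean of at least 10 TPM passed, against 4.81% of all tested genes. Of the 354 genes, 126 were on no concordant list and 31 did not differ in total expression over age. The largest change was in NONMMUG021875, whose transcript NONMMUT035485 fell from 96.4% ± 4.83 (SD, n = 8 mice) to 22.7% ± 27.8 (SD, n = 10), a change of -73.7 points (adjusted p = 6.42e-05, limma). ENSMUST00000095998 of Cfap43 (gene ENSMUSG00000044948, the transcript on chromosome 19 of GRCm38 from 47894602 to 47919299) fell from 93.0% ± 2.34 (SD, n = 8) to 20.7% ± 6.95 (SD, n = 10), with a limma adjusted p = 1.59e-11. ENSMUST00000114677 of Gramd1c (gene ENSMUSG00000036292, the transcript on chromosome 16 from 43980355 to 44027945) rose from 10.7% ± 21.9 (SD, n = 8) to 81.2% ± 22.8 (SD, n = 10), with a limma adjusted p = 0.000173. Different cell types in the samples of different ages may underlie such changes as well as a change within cells, and the tests, including the 4.07751% above, do not separate these. The assignment of reads among transcripts by RSEM, which the tables keep no record of, stays open too.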

How the results depend on the processing

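The tests in which component 5 decides between overlapping lists and in which the widths come from substages shuffled within each mouse were chosen only after the results were seen.

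Of 41 results that answer a comparison, 11 stayed the same in every alternative other than leaving out a mouse. Over all these alternatives 193 values stayed the same, 85 moved by more than 1.5 times, 3 had the other sign, 1 had a p-value newly under 0.05 and 1 a p-value no longer under it. Of 72 results for single genes and lists, 232 values stayed the same, 11 changed direction, 2 came newly under the p-value threshold and 7 no longer passed it. Where no cause is given below, the cause was not tested.

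With a lower level for expression the counts grew by construction. At 1 TPM there were 11401 NONCODE and 116 piRNA genes, and above 0 TPM 60085 genes, of them 25081 Ensembl, 34795 NONCODE and 209 piRNA genes. The difference in expressed genes per mouse between 16 and 14 dpp had the other sign above 0 TPM (-69, exact permutation p = 0.857) and was larger with median-of-ratios factors (410.2, exact permutation p = 0.0159).

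With components 1 to 5 each list has to pass 1 more component. The concordant lists held 734 genes for spermatogonia, 9 for preleptotene, 38 for early leptotene, 644 for late leptotene/zygotene, 0 for that list shared with early pachytene, 121 for early pachytene and 0 for the list it shares with late pachytene/diplotene. The negatively concordant lists held, in the same order, 1099, 1, 14, 505, 0, 90 and 0. Lists with fewer or more X-linked genes numbered 4. Protein-coding genes were in excess in 3 lists (7 in the main setting) and depleted in 3 (5), and NONCODE genes in excess in 3 (6) and depleted in 4 (7). Widths re-derived with 100 shuffles of whole mice gave 354 concordant genes for spermatogonia, 16 for preleptotene, 27 for early leptotene, 152 for late leptotene/zygotene with early pachytene and 0 for early pachytene with late pachytene/diplotene. The negatively concordant lists held 704, 5, 8, 129 and 0.

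With all genes with any TPM above 0, the concordant lists held 2945 genes for spermatogonia, 322 for preleptotene, 602 for early leptotene, 562 for late leptotene/zygotene, 1184 for that list shared with early pachytene, 1373 for early pachytene and 6016 for late pachytene/diplotene. The negatively concordant lists held 2908, 124, 301, 650, 2151 and 1851 for the first 6 of these. The difference of X from autosomes between 16 and 14 dpp was -0.00224, and without a filter 7 genes differed at 14 v 12 dpp. With at least 3 TPM in 5 samples the preleptotene list held 35 genes.

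With mice 1 to 3 of each age only, the correlations of RNA and cytology within ages were -0.0894 for the first and -0.0985 for the second principal component, both with the other sign. The concordant lists held 2231 genes for spermatogonia, 7 for preleptotene, 5180 for early leptotene, 505 for late leptotene/zygotene, 1105 for that list shared with early pachytene, 435 for early pachytene and 2437 for the list it shares with late pachytene/diplotene. The negatively concordant lists held, from preleptotene on, 4, 4274, 796, 1585, 402 and 3306.

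With median-of-ratios factors, 2266 genes were concordant with spermatogonia, and the negatively concordant lists held 28 for preleptotene, 153 for late leptotene/zygotene, 1049 for early pachytene with late pachytene/diplotene and 1535 for late pachytene/diplotene. At 14 v 12 dpp 16 genes differed. Syce2, 18 v 8 dpp, changed by 0.113, with the other sign. After quantile normalization the concordant lists held 22 genes for preleptotene and 775 for early pachytene with late pachytene/diplotene, the negatively concordant preleptotene list 27, and 12 genes differed at 14 v 12 dpp.

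Relative to Actb, which itself fell by 0.760 from 8 to 18 dpp and by 0.244 from 10 to 16 dpp, every gene gains that amount by construction, so the new signs say nothing on the genes themselves: Ndufb9, 16 v 10 dpp, 0.116; Cct2, 16 v 10 dpp, 0.215; Psmc5, 16 v 10 dpp, 0.172; Etv5, 18 v 8 dpp, 0.0550; E2f1, 18 v 8 dpp, 0.0217; Gata2, 18 v 8 dpp, 0.236; Zfp143, 18 v 8 dpp, 0.35499; Rarg, 18 v 8 dpp, 0.381.

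With component 5 deciding between overlapping lists, the concordant lists held 742 genes for late leptotene/zygotene, 131 for that list shared with early pachytene and 106 for early pachytene with late pachytene/diplotene. The negatively concordant ones held 556, 159 and 221, protein-coding genes were in excess in 4 lists and depleted in 5, and 74.124% of the late leptotene/zygotene list was detected in adult cells, on the other side of the share of all genes. Widths from substages shuffled within each mouse gave 727 genes for early pachytene with late pachytene/diplotene.

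With the mouse number as a replicate block, 131 genes differed at 10 v 8 dpp and 0 at 14 v 12 dpp (1072 at an unadjusted p under 0.05), and Tbx3os1, 18 v 8 dpp, changed by -0.0321, with the other sign. Mice with the same number at different ages had a mean correlation of 0.00537 (permutation p = 0.619 from 1000 shuffles), so the numbers do not pair the mice. With only the 2 ages compared in the fit, 129 genes differed at 10 v 8 dpp and 6 at 14 v 12 dpp. Transcript usage changed in 1026 genes at 10 points and in 135 at 30 points, fewer at the higher level by construction.

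Leaving out 1 mouse at a time gave 162.5 to 328.75 genes for the difference at 16 v 14 dpp (highest without mouse 7 at 14 dpp), correlations of 0.379 to 0.605 and 0.495 to 0.675 for the 2 principal components, and these list sizes. Concordant with spermatogonia were 926 to 2053 genes (highest without mouse 1 at 18 dpp). For preleptotene it was 23 to 90 (23 and 32 without mice 7 and 6 at 14 dpp, 90 without mouse 1 at 10 dpp), and for early leptotene 60 to 220 (60 without mouse 2 at 18 dpp; 157, 153, 220, 168 and 141 without mouse 4 at 10 dpp, 2 at 12 dpp, 3 and 7 at 14 dpp and 5 at 16 dpp). For late leptotene/zygotene it was 181 to 331, with early pachytene 472 to 943, and for early pachytene 395 to 1348 (395, 418, 526 and 1348 without mouse 3 at 14 dpp, 1 and 3 at 12 dpp and 2 at 18 dpp). For early pachytene with late pachytene/diplotene it was 119 to 1970 (119, 347, 686, 1897 and 1970 without mice 2 and 3 at 18 dpp, 1 at 10 dpp, 6 at 14 dpp and 1 at 18 dpp), and for late pachytene/diplotene 2212 to 3406.

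The negatively concordant lists held 1407 to 2385 genes for spermatogonia, and 9 to 23 for preleptotene (19, 21, 23 and 19 without mouse 1 at 10 dpp, 2 at 12 dpp, 3 at 14 dpp and 3 at 18 dpp). Early leptotene had 31 to 90 (31, 74, 88 and 90 without mouse 2 at 8 dpp, 4 and 5 at 10 dpp and 3 at 14 dpp), late leptotene/zygotene 67 to 184 (184 without mouse 5 at 16 dpp), and with early pachytene 404 to 1120 (404 and 1120 without mouse 1 at 8 dpp and 1 at 18 dpp). Early pachytene had 533 to 1655 (559, 596 and 593 without mice 1, 2 and 5 at 12 dpp, 533 and 634 without 3 and 6 at 14 dpp, 555, 1655 and 1516 without 1, 2 and 3 at 18 dpp). With late pachytene/diplotene it had 142 to 2612 (142, 421, 2491 and 2612 without mice 2 and 3 at 18 dpp, 6 at 14 dpp and 1 at 18 dpp), and late pachytene/diplotene 1987 to 3467 (1987 without mouse 1 at 18 dpp).

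Genes that differed ranged from 106 to 205 at 10 v 8 dpp (106, 140 and 121 without mice 1, 2 and 3 at 8 dpp), 3515 to 4264 at 12 v 10 dpp, 2 to 129 at 14 v 12 dpp (4, 129, 2 and 14 without mice 1, 3, 4 and 5 at 12 dpp; 2, 90, 9, 2 and 3 without mice 1, 2, 3, 6 and 7 at 14 dpp), 72.4% to 107.73% of the 4890 at 16 v 14 dpp, 9683 to 11722 at 18 v 16 dpp and 9786 to 10397 at 16 v 10 dpp. Over the ages it was 15200 to 15944, between mice 1 to 3 and later-numbered mice 451 to 799, and for transcript usage 322 to 396. Lists with more genes detected in adult cells stayed at 5. X-linked genes of the lists detected there were 26.9% to 28.0%, and the difference of X from autosomes was -0.486 to -0.408 at 18 v 14 dpp and -0.160 to -0.134 at 16 v 14 dpp. Of the genes measured by qRT-PCR 7 to 8 were called, and of the transcription factors 14 to 15, with Nrf1 not called in 16 of the 28 fits. For single genes 22 values no longer passed the p-value threshold and 4 changed sign. Syce2, 18 v 8 dpp, ranged from -0.212 to 0.0153, with 0.00784 and 0.0153 without mice 1 and 3 at 8 dpp and 0.0152 without mouse 2 at 18 dpp. Tbx3os1, 18 v 8 dpp, ranged from -0.143 (without mouse 5 at 18 dpp) to 0.583.

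Read depth, mapping rates and other quantification programs were not used here, so none of these settings shows how the counts of expressed genes depend on depth.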

Differences from the paper's values

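The tests in which component 5 decides between overlapping lists, in which the substages are shuffled within each mouse and in which all expressed genes are counted were chosen only after the values were seen. A gap in a number was called closed when the value lay within 1.5 times of the paper's, in either direction. A closed gap is therefore no exact match, and the setting may use other genes or other mice.

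The late leptotene/zygotene list held 248 genes against the paper's 742. Of the alternatives set before the data were examined, components 1 to 5 (644 genes), all genes with any TPM above 0 (562) and mice 1 to 3 alone (505) closed the gap and the others did not. The list shared by late leptotene/zygotene and early pachytene held 674 genes against the paper's 131, and widths re-derived with 100 shuffles closed the gap (152). The list shared by early pachytene and late pachytene/diplotene held 1174 genes against the paper's 106, and only the fit without mouse 2 at 18 dpp closed the gap (119). The negatively concordant late leptotene/zygotene list held 93 genes against the paper's 556, and components 1 to 5 (505), all genes with any TPM above 0 (650) and mice 1 to 3 alone (796) closed the gap. The negatively concordant list shared by late leptotene/zygotene and early pachytene held 648 genes against the paper's 159, and re-derived widths closed the gap (129). That shared by early pachytene and late pachytene/diplotene held 1622 genes against the paper's 221, and none of the alternatives closed the gap. The sizes were 742, 131, 106, 556, 159 and 221 with component 5 deciding between overlapping lists, a setting chosen after seeing the values. Gene by gene, the main setting placed 1617 of the 20368 genes on another list than the authors' deposited table, and that setting 0.

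Genes detected in adult cells were 147 in the late leptotene/zygotene list against the paper's 550, 533 in the list it shares with early pachytene against the paper's 97, and 1165 in that shared by early pachytene and late pachytene/diplotene against the paper's 102. No other detection rule in the adult samples and no fit without an adult sample closed these gaps. The alternatives set before the data were examined that change the lists, among them components 1 to 5, were not run for these counts. The counts were 550, 97 and 102 with component 5 deciding, chosen after seeing the values. The one-sided Fisher's exact p was 0.946 against the paper's 1.2e-09 for the late leptotene/zygotene list, 3.68e-18 against the paper's 9.0e-03 and 5.38e-217 against the paper's 1.3e-15 for the shared lists. The detection rules and the fits without an adult sample did not close these gaps either. With component 5 deciding, chosen after seeing the values, the p-values were 1.2e-09, 0.00904 and 1.29e-15. For early pachytene the Fisher's exact p was 1.31e-62 against the paper's 2.0e-62, and 2 of the 4 fits that each left out an adult sample closed the gap. It was 2.08e-62 with component 5 deciding, chosen after seeing the values.

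X-linked genes in the concordant lists were 1 against the paper's 2 for preleptotene, 0 against the paper's 2 for early leptotene, 15 against the paper's 34 for late leptotene/zygotene and 19 against the paper's 3 for the list it shares with early pachytene. Of the alternatives set before the data were examined, only components 1 to 5 were run for these counts. They closed the gap for late leptotene/zygotene (29) and not for the others. In the negatively concordant lists they were 0 against the paper's 1 for early leptotene, 0 against the paper's 6 for late leptotene/zygotene, 5 against the paper's 1 for the list it shares with early pachytene, 95 against the paper's 13 for that shared by early pachytene and late pachytene/diplotene, and 215 against the paper's 329 for late pachytene/diplotene. Components 1 to 5 closed the gap for late leptotene/zygotene (4) and late pachytene/diplotene (244), and did not for the other 3. With component 5 deciding, chosen after seeing the values, the counts were 31 and 3 for the concordant late leptotene/zygotene and shared lists and 4, 1, 12 and 297 for the last 4 negatively concordant ones, within the rule used here, while both leptotene gaps and the preleptotene gap stayed open.

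On all lists there were 432 X-linked genes against the paper's 788 and 12 Y-linked genes against the paper's 24. Components 1 to 5 did not close these gaps (316 and 10), and the other alternatives set before were not run for them. Counting all expressed genes, chosen after seeing the values, gave 652 and 20. X-linked genes of the lists detected in adult cells were 124 against the paper's 190, and a level of 1 TPM closed the gap (252). Counting all expressed X-linked genes, chosen after seeing the values, gave 181. NONCODE genes had no chromosome in these counts.

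With whole mice shuffled, the estimated false positive rate for components 1 to 4 was 0.0175 against the paper's 0.005. None of the alternatives set before the data were examined closed the gap, and shuffling the substages within each mouse, chosen after seeing the values, gave 0.00539.

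The one-sided Fisher's exact p for an excess of protein-coding genes was 2.65e-05 against the paper's 4.5e-18 for late leptotene/zygotene, 9.19e-10 against the paper's 1.2e-08 for early pachytene and 3.88e-104 against the paper's 5.9e-167 for the negatively concordant late pachytene/diplotene list. Components 1 to 5 did not close these gaps, and the other alternatives set before were not run for these tests. With component 5 deciding, chosen after seeing the values, the p-values were 2.88e-18, 4.08e-10 and 8.55e-166 and stayed apart by more than 1.5 times.

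The paper places Spata22, Msh4 and Msh5 with late leptotene/zygotene, and here Spata22 and Msh4 were on the early pachytene list and Msh5 on the list shared by both. Component 5 deciding, chosen after seeing the values, placed Msh5 on the late leptotene/zygotene list. That setting placed all 20368 genes as in the authors' gene table. A gene that it leaves on the early pachytene list is therefore on that list in the authors' table too, unlike in the paper's text. The paper states that Nrf1 did not change, and here its adjusted p over the ages was 0.0464, close to the threshold. It was not under 0.05 without a filter (0.103), with the same prior variance for all genes (0.0633), with the mouse number as a block (0.0833), with mice 1 to 3 against later-numbered mice as a covariate (0.0503) and in 16 of the 28 fits that each left out a mouse, all set before the data were examined. The paper states no depletion of protein-coding genes in the late pachytene/diplotene list, and here it had 62.1% against 67.5% of all genes, with an adjusted p for depletion of 1.45e-10 by Fisher's exact test. With components 1 to 5, set before the data were examined, it had 66.6% and an adjusted p for depletion of 0.243, which is no depletion. The paper has every age above an even share of spermatogonia, which held for each age's average (lowest 52.5%) but not for mouse 5 at 16 dpp and mice 2 and 3 at 18 dpp. It states more expressed genes at 16 dpp, and here the rise from 14 dpp of 231.4 genes had an exact permutation p = 0.111. Median-of-ratios factors gave an exact permutation p = 0.0159. Every mouse at 16 dpp (lowest 15343) had more expressed genes than any at 8, 10 or 12 dpp (highest 15009, 15026 and 15284).

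The paper places Pou5f1 with preleptotene, and here it was on no concordant list and fell from 8 to 18 dpp (log2 change -1.15, adjusted p = 2.08e-05). It places Zbtb33 with pachytene and diplotene, and here Zbtb33 fell as well (-1.04, adjusted p = 2.00e-07) and had 0.863 TPM in adult cells. Zfp143, which it has in the later substages, fell too (-0.405, limma adjusted p = 0.000329). Tbpl1, which it has in 2 earlier groups, was on the late pachytene/diplotene list only. The paper words these placements as transcripts but refers for them to factors linked to each list through predicted targets. Those targets were not analysed here, so unlike measures are compared for these factors. Rec8 and Syce2, which it has in all substages, were on no list.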

Other observations

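The tests of other splits of the mice, of pools of libraries and of Sertoli cells by Clu were chosen only after the result was seen. The other tests in this part were written before the data were examined.

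Between neighbouring ages, limma found 245 genes different at 10 and 8 dpp (199 higher and 46 lower at the later age; 2337 at an unadjusted p under 0.05), 4362 at 12 and 10 dpp (2450 and 1912), 35 at 14 and 12 dpp (32 and 3; 1962 at an unadjusted p under 0.05), 4890 at 16 and 14 dpp (2594 and 2296) and 11002 at 18 and 16 dpp (4775 and 6227). Between 16 and 10 dpp 10512 genes differed (5638 and 4874), and 15810 genes (77.6%) varied among the 6 ages. The share of higher genes moved with the scaling. At 16 v 14 dpp it was 53.0% by TPM, 66.3% with median-of-ratios factors and 41.6% after quantile normalization, and at 18 v 16 dpp 43.4%, 63.0% and 37.8%. At 16 v 10 dpp it was 53.6% by TPM and 41.1% after quantile normalization. The median change of all genes was -0.11 by TPM at 18 v 16 dpp, and after quantile normalization -0.17 there, -0.10 at 16 v 14 dpp and -0.11 at 16 v 10 dpp. Of other splits of the same mice, 1 of 56 gave as many genes at 10 v 8 dpp, 1 of 100 at 12 v 10 dpp, 2 of 100 at 14 v 12 dpp, 1 of 100 at 16 v 14 dpp, 1 of 100 at 18 v 16 dpp and 1 of 100 at 16 v 10 dpp, the true split counted in each. For the variation among ages it was 1 of 100.

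The library barcodes of 8 to 12 dpp were used again at 14 to 18 dpp, so that a difference between pools of libraries could add to the changes with age. It would show between 12 and 14 dpp, where 35 genes differed, fewer than at any step within one use of the barcodes (245, 4362, 4890 and 11002). This argues against a difference between pools as the source of the changes with age. For the 35 genes it cannot be told apart from age, since all mice of 12 dpp are on one side and all of 14 dpp on the other.

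Mice 1 to 3 differed from the later-numbered mice within ages in 658 genes, 611 of them higher in the later-numbered mice and 47 lower (3258 at an unadjusted p under 0.05), and 1 of 100 splits of the mice within ages gave as many, the true one included. Without 18 dpp, 236 genes differed. By age the counts were 11 at 10 dpp, 2 at 12 dpp, 0 at 14 dpp (2510 at an unadjusted p under 0.05), 0 at 16 dpp (1032 at an unadjusted p under 0.05) and 5686 at 18 dpp. The paper's counts held a median of 223.5 cells for the later-numbered mice and 514 for mice 1 to 3. A batch that also reaches the RNA was predicted to show as genes that differ within ages, and the 658 genes are in line with it, but fewer genes differed without 18 dpp, where fewer mice were compared, so that it may be a matter of that age.

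The rise in the number of expressed genes from 14 to 16 dpp could come from the composition of TPM, where a few abundant genes lower the values of all others. Median-of-ratios factors, which remove such a shift, raised the difference from 231.4 to 410.2 genes per mouse, which argues against that source.

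For the preleptotene and early leptotene lists, whether chance gives lists of such sizes was tested by shuffling the mice. Of 100 shuffles, 54 and 73 gave lists as large, so that the sizes of these lists are consistent with chance. Whether the lists follow the cell proportions of single mice beyond their ages was tested by shuffling within ages. In 15 of 16 lists more than 5 of 100 shuffles gave a list as large, so that age alone may account for the sizes of these lists. The exception was the preleptotene list (3 of 100), which was not large by the first test.

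Genes of somatic cells in the spermatogonia list could come from a larger share of somatic cells at 8 and 10 dpp. That would lower the marker genes of every somatic cell type alike by 18 dpp, and in 1 of 6 cell types, Sertoli cells, most fell with an adjusted p under 0.05. Of the macrophage genes 4 of 5 and of the Leydig cell genes 3 of 6 rose past that threshold, which argues against a share that fell alike in all somatic cells. Most peritubular, red blood cell and endothelial genes were lower at 18 dpp, most of them short of the threshold, so that a fall of these cells stays open. Sertoli cells stay open too, as a candidate source for Amh and Gata4, since Clu had 5377.38 TPM at 8 dpp (SD 345, n = 3 mice), followed by 643 TPM for Cldn11, 358 TPM for Amh, 353 TPM for Wt1 and 241 TPM for Gata4. A change of expression within Sertoli cells as they mature was not tested. Of the 8 Sertoli genes, 6 reached 3 TPM in the adult spermatocyte samples. Spermatid genes were near 0 in the juvenile mice, with 1 of 6 expressed (Spaca1), and all 6 were found in the adult samples.

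X-linked genes detected in adult pachytene samples could come from RNA of other cells. Clu had 313.272 TPM there and Tnp1 273 TPM, so that RNA of Sertoli cells and spermatids may contribute, and expression of these genes in spermatocytes was not tested apart from it.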
